# G1/S cell cycle regulators mediate effects of circadian dysregulation on tumor growth and provide targets for timed anticancer treatment

**DOI:** 10.1371/journal.pbio.3000228

**Published:** 2019-04-30

**Authors:** Yool Lee, Nicholas F. Lahens, Shirley Zhang, Joseph Bedont, Jeffrey M. Field, Amita Sehgal

## Abstract

Circadian disruption has multiple pathological consequences, but the underlying mechanisms are largely unknown. To address such mechanisms, we subjected transformed cultured cells to chronic circadian desynchrony (CCD), mimicking a chronic jet-lag scheme, and assayed a range of cellular functions. The results indicated a specific circadian clock–dependent increase in cell proliferation. Transcriptome analysis revealed up-regulation of G1/S phase transition genes (myelocytomatosis oncogene cellular homolog [Myc], cyclin D1/3, chromatin licensing and DNA replication factor 1 [Cdt1]), concomitant with increased phosphorylation of the retinoblastoma (RB) protein by cyclin-dependent kinase (CDK) 4/6 and increased G1-S progression. Phospho-RB (Ser807/811) was found to oscillate in a circadian fashion and exhibit phase-shifted rhythms in circadian desynchronized cells. Consistent with circadian regulation, a CDK4/6 inhibitor approved for cancer treatment reduced growth of cultured cells and mouse tumors in a time-of-day–specific manner. Our study identifies a mechanism that underlies effects of circadian disruption on tumor growth and underscores the use of treatment timed to endogenous circadian rhythms.

## Abstract 2

A study of “jet-lagged” cells reveals a specific molecular mechanism regulating cell proliferation that it impacted by circadian disruption, underscoring the importance of administering anti-cancer treatment at a specific time of day.

## Author summary

Circadian misalignment caused by altered sleep–wake cycles, shift work, or frequent jet lag increases susceptibility to several disorders, including cancer. However, the mechanisms by which circadian disruption contributes to disease are not well understood, and so we addressed this issue by investigating the molecular, cellular, and biochemical consequences of chronic circadian desynchronization. Our studies using cancer cell or tumor tissue models show that chronic circadian desynchronization induces multiple oncogenic pathways to promote cell proliferation. In particular, chronic circadian desynchronization promotes phosphorylation of the retinoblastoma (RB) protein, thereby favoring G1/S phase cell cycle progression. Consistent with these findings, the antiproliferative activity of a selective inhibitor of the enzyme that phosphorylates RB has time-of-day–specific effects on cancer cells and mouse tumors, but this time dependence is abrogated by chronic jet-lag conditions. These data suggest a circadian regulation of G1/S cell cycle progression and provide an important molecular rationale for time-of-day–specific treatment of cancer patients, also known as chronotherapy.

## Introduction

In response to day–night cycles produced by earth's 24-hour rotation around its axis, almost all living organisms have evolved circadian clocks, endogenous timekeeping systems that adapt physiology to daily changes in the environment. In mammals, the circadian timing system consists of a central light-entrained clock in the suprachiasmatic nucleus (SCN) of the brain and numerous peripheral clocks located in most body organs, all of which are typically coordinated to constrain sleep and feeding, metabolism, and immune functions to appropriate times of the day. The basic timekeeping unit is the cell in that even single neurons and fibroblasts harbor a conserved, cell-autonomous circadian clock. At the molecular level, the basic mechanism consists of transcription-translation feedback loops, with the major loop in mammals comprised of the *Period* (*Per*) and *Cryptochrome* (*Cry*) genes, which are rhythmically transcribed by circadian locomoter output cycles protein kaput (CLOCK)—brain and muscle Arnt-like protein-1(BMAL1) transcription factors and repressed by their own protein products (PER, CRY). With further fine-tuning at transcriptional, posttranscriptional, and translational levels, the intrinsic molecular oscillator integrates multiple external signals to regulate expression of clock-controlled genes, which differ dramatically from tissue to tissue despite usage of largely the same core clock genes across the organism [1].

Consistent with the adaptive physiological and cellular benefits of the circadian timing system, accumulating evidence indicates that disruption of circadian homeostasis by genetic alteration or irregular lifestyle has pathological consequences [2]. For instance, epidemiological studies show that frequent misalignment of circadian rhythms caused by lifestyle factors such as chronic sleep deprivation, jet lag, or shift work is a potential risk factor for cancer [3]. Even in experimental animal studies, genetic or environmental disruption of circadian rhythms highly increases the incidence or growth rate of various types of tumors, including lung, breast, skin, oral, and prostate cancers [4–6]. The wide variety of tumors affected suggests that circadian disruption alters basic cellular physiology in a fundamental way that increases susceptibility to diseases like cancer; however, the underlying mechanism is not understood.

Increased tumorigenesis and accelerated tumor growth are often linked to a dysregulated cell cycle [7,8]. The cell cycle consists of cell growth (G1), DNA replication (S), and cell division (G2/M) phases. Generally, control of cell proliferation occurs at the G1 phase, during which cells integrate multiple signals, ranging from growth factors to DNA damage, to determine entry into the S phase or exit to the G0 non-cycling quiescent phase [9]. Most human cancers are thought to develop from disruption of G1/S cell cycle control [10]. The G1/S phase boundary is regulated by the retinoblastoma (RB) tumor suppressor protein, which is sequentially phosphorylated by cyclin D1/cyclin dependent kinase (CDK) 4/6 in early G1 and by cyclin E/CDK2 in late G1 [11]. Links between cell cycle regulators and the circadian clock have been identified [12,13], but how the circadian clock regulates cell cycle transitions is unclear, as is the mechanism by which circadian disruption affects tumor growth.

In addition to the relevance of circadian disruption for the development of disease, circadian rhythms can be quite important for the treatment of cancer and other disorders. In recent years, some studies have investigated the idea of exploiting the circadian clock in tumors for therapy, for instance, by modulating activity of circadian clock molecules [14], enhancing intra-tumor circadian rhythms [15], and optimizing anticancer drug delivery by timing it to the host’s circadian rhythms [16,17]. Delivery timed to the appropriate time of day (chronotherapy) is expected to have better efficacy and possibly reduce the dose required, thereby limiting side effects, but the practice of chronotherapy is still in its infancy and would be facilitated by mechanistic insights into the temporal regulation of drug action.

In the present study, we sought to determine, on a cellular and molecular level, how circadian disruption affects basic cell function. Starting with cell-based circadian desynchronization experiments, we conducted extensive molecular, cellular, and biochemical analyses to reveal that chronic circadian disturbance promotes pro-proliferative signaling events, which converge to stimulate G1/S phase progression via CDK4/6-dependent RB phosphorylation. We also found that RB phosphorylation, particularly at S807/S811 sites, cycles in phase with rhythmic cyclin D1 gene expression, and it is increased and altered in fluctuation by chronic circadian perturbation. Using a mouse model, we show that circadian disruption also increases the growth of carcinogen- or melanoma-induced tumors in mice. Consistent with a role for RB-CDK4/6, we find that PD0332991, a selective CDK4/6 inhibitor, has time-of-day–specific effects on proliferation in cells and mouse tumors, but this time dependence is abrogated by a chronic jet-lag protocol. Together, our findings indicate that the circadian clock regulates G1/S phase progression via the cyclin D1-CDK4/6–RB pathway, and provide a mechanism for the application of chronotherapeutic approaches to cancer patients.

## Results

### Circadian desynchronization in a cell culture model mimics jet lag

Experimental disruptions of the circadian clock, such as chronic jet lag in mice and rats, have detrimental effects on health, causing aberrant behavioral and hormonal rhythms, cognitive deficits, weight gain, diabetes, apoptosis, and accelerated tumor development and growth [18]. However, molecular, biochemical, or cellular mechanisms underlying these effects of circadian disturbance remain ambiguous. In order to determine consequences of circadian disruption on the most basic level, we sought to develop a cell-based, chronic circadian desynchrony (CCD) assay mimicking the experimental jet-lag protocol used in mouse models [4,19]. To test the feasibility of an in vitro CCD approach, we chose a commonly used circadian model [20], human U2 osteosarcoma (U2OS) cells expressing a *Period2* (*Per2*) promoter-driven destabilized luciferase reporter (*pPer2-dLuc*). This reporter cell line enables real-time measurement of cellular rhythms after synchronization with dexamethasone (dex), a synthetic glucocorticoid (GC) and potent clock synchronizer widely used in cell culture models ranging from fibroblasts to astrocytes [21–23]. First, to assess the effect of CCD on cellular rhythmicity, we exposed control cells to 10 days of a regular change of dex (100 nM)-containing media at 24-hour intervals (Control; CTL), while experimental cells received serial 8-hour advances of the dex treatment cycle every 2 days (Jet lag; JL) (Fig 1A).

**Fig 1:**
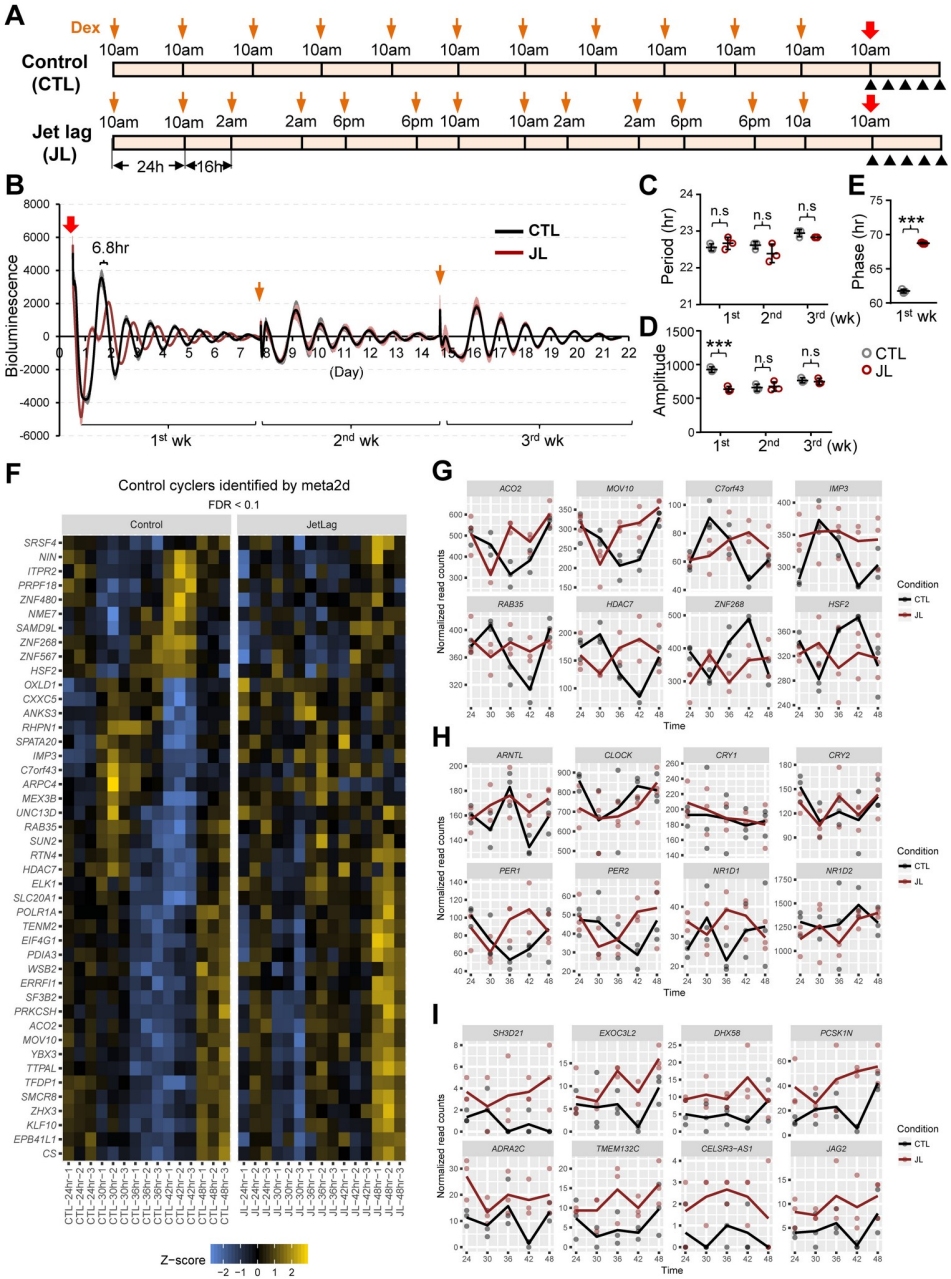
CCD alters cellular rhythms and gene expression. (A) Schematic diagram of the experimental schedule. U2OS cells stably expressing *Per2* promoter-driven destabilized luciferase (*pPer2-dLuc*) were treated with media containing 100 nM dex every 24 hours for control (Control; CTL) cells or repeated 8-hour advances of the daily cycle every 2 days to simulate jet lag (Jet lag; JL) cells for 10 days, as indicated by yellow arrows. After the CTL and JL schedule, reporter cells were subjected to real-time recording of bioluminescence activity, as indicated by red arrows. Black arrowheads indicate the sampling time, every 6 hours, for analyses of circadian gene expression 24 hours after the final dex treatment. (B) Bioluminescence recordings of dex-synchronized cells subjected to a CTL or JL schedule described in (A) (left). The data are plotted with results from three cultured dishes representing each condition, CTL (black) and JL (brown), followed by a 24-hour moving average subtraction. Shading indicates the standard deviation for each point. The red arrow indicates the start of the bioluminescence measurement of CTL and JL cells following the final dex treatment. The yellow arrows indicate the dex stimulations every week (1 week, 2 weeks, 3 weeks). (C, D, E) Period (C), amplitude (D), and phase (E) analysis of circadian bioluminescence data of CTL (grey circle) and JL (brown circle) cells for the indicated weeks (1 week, 2 weeks, 3 weeks). ***p < 0.0001; two-way ANOVA and Bonferroni multiple comparisons test (C and D). **p < 0.001; two-tailed Student *t* test (E) (n.s., *p* > 0.05). Representative data from four independent experiments are shown as mean ± SD. *n* = 3. (F) Chronic desynchronization alters circadian cycles of gene expression. The heat map displays expression patterns of cycling genes identified by MetaCycle (q < 0.1) from the RNA-seq time course (depicted by black arrows in panel A). Color is scaled by calculating z-scores from normalized RNA-seq read counts within each row. Underlying data are provided in S1 Data. (G, H, I) RNA-seq expression traces from CTL (black) and JL (brown) samples for genes exhibiting altered expression rhythms due to CCD (G), core clock genes affected by CCD (H), and (I) genes with the highest fold-change differences between all JL samples and all CTL cells (see S1, S2 and S3 Tables). Underlying data are provided in S2 Data. Dots indicate expression levels for individual replicates, while lines connect means of the three replicates at each time point. Underlying data for this figure can be found in S3 Data. CCD, chronic circadian desynchrony; CTL, control; dex, dexamethasone; FDR, false discovery rate; n.s., not significant; JL, jet lag; *Per2*, *Period2*; RNA-Seq, RNA sequencing; U2OS, human U2 osteosarcoma.

After the CCD schedule, dex synchronization was done on a weekly basis to prevent decoupling of circadian phases across cells, and real-time activity of the *Per2* promoter was recorded in both CTL and JL cells (Fig 1B). Analysis of bioluminescence rhythms during the first week (1^st^wk) post CCD revealed significantly dampened rhythms in JL cells, with lower amplitude and, notably, 6.8-hour delayed onset of rhythms (acro-phase) (Fig 1C, 1D and 1E). However, rhythms in JL cells were not different from those of CTL cells in subsequent weeks (2^nd^wk, 3^rd^wk), throughout which all cells showed nearly identical rhythmic cycles in luminescence (Fig 1B, 1C and 1D). These effects are similar to those that occur with travel across different time zones, when rhythms are affected in the first week following travel but subsequently adapt to the new, stable environment [24]. A phase delay (8.2 hours) and reduced amplitude of JL cell rhythms were also observed in the first week after a short-term circadian desynchronization schedule of only 6 days (S1 Fig).

The observations above concur with a previous mouse study showing that temporal patterns of circadian clock genes (*Per1*, *Per2*, *Cry1*) in chronically jet-lagged mice exhibit lower amplitude as well as phase delays of 5.5–9.0 hours and 7.0–11.2 hours in the SCN and liver, respectively [19]. Moreover, in a recent human study, a similar set of circadian genes (*PER1*, *PER2*) as well as hormones (plasma cortisol, melatonin) showed between a 7- and 9-hour phase delay with decreased amplitude in human blood samples after a night shift protocol [25]. Taking this evidence together, we conclude that our cultured cell-based CCD strategy closely mimics a physiological jet-lag model.

### Circadian desynchrony affects cell physiology to selectively increase proliferation

To determine the effects of CCD on cellular function and physiology, we conducted a wide range of assays that tested for oxidative stress/senescence (H_2_O_2_, glutathione [GSH]/glutathione disulfide [GSSG]), metabolism (NADP/NADPH), proteolysis, and apoptosis, but we did not find any significant differences between CTL and JL cells (S2 Fig). To take a more unbiased approach, we investigated genome-wide changes of rhythmic gene expression following the CCD schedule. To this end, we performed RNA sequencing (RNA-Seq) analysis of CTL and JL cell samples over a 24-hour cycle collected every six hours (Fig 1A; black arrowheads). 

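U2OS is a human osteosarcoma cell line, and the cells used here carried a luciferase reporter under the promoter of the clock gene Per2. Dexamethasone, a synthetic glucocorticoid that resets the clocks of cultured cells, was given at 100 nM for 10 days, every 24 h to CTL cells and with 8-h advances every 2 days to JL cells. RNA was collected from 3 dishes per schedule at 24, 30, 36, 42 and 48 h after the last treatment, which the sample labels number 0, 6, 12, 18 and 24 h, and this gave 30 libraries. Each was prepared by a stranded mRNA protocol from 100 ng of RNA with an integrity number above 8 and was read from one end over 100 bases, on a HiSeq 2000 according to the methods and on a HiSeq 4000 according to the description of the deposited series. The authors aligned the reads to GRCh38 with STAR v2.5.3a and normalized and counted them per gene with PORT v0.8.4-beta, using Ensembl release 90. The deposited values are whole counts per gene, taken after PORT had brought the libraries to a similar depth, so that their totals do not give the depth of sequencing. The counts of a library summed to between 5203457 and 5511858 in CTL cells (median 5381344) and to between 5126519 and 5618814 in JL cells (median 5361095). The totals did not differ between the schedules by more than among dishes (two-sided permutation test, p = 0.949). The library of the second CTL dish at 30 h had counts on 15708 genes, and each of the other 29 libraries had counts on 19396 to 21194. RN7SL2, an RNA of the signal recognition particle that was singled out after its values were seen, held 4.35% of all counts, 4.63% ± 0.696 (SD, n = 15) in CTL cells and 4.09% ± 0.807 (SD, n = 15) in JL cells (permutation test, p = 0.0583). For its level, relabelling dishes within time points gave a two-sided permutation p of 0.0101.
The libraries carried 3 sets of i5 index sequences, which split the schedules unevenly. The first set marked the 12 CTL libraries from 24 to 42 h, the second the 3 CTL libraries at 48 h and the 9 JL libraries at 24, 30 and 36 h, and the third the 6 JL libraries at 42 and 48 h. Only the second set holds both schedules, and it sets CTL cells at 48 h against JL cells at earlier times, so that index, time and schedule overlap. The libraries also differed in how their log2 values followed the GC content of the genes. The slope per 10 percentage points of GC content, relative to the mean of all libraries, was -0.0564 ± 0.132 (SD, n = 15) in CTL cells and 0.0564 ± 0.0862 (SD, n = 15) in JL cells (two-sided permutation test, p = 0.00879, adjusted p = 0.0791 over the 9 measures of library quality compared). The slope of the CTL libraries at 42 h was the lowest of the 10 groups of dishes, -0.266 ± 0.0532 (SD, n = 3), against group means from -0.0620 to 0.135 in the other 9. The 10 groups differed by more than the dishes within them (permutation test, p = 3e-05), with an SD of 0.117 between group means and 0.0619 within groups. Among the libraries with the second index set, the slope was 0.0750 ± 0.0664 in CTL cells at 48 h and 0.0961 ± 0.0588, -0.0610 ± 0.0388 and 0.135 ± 0.0718 in JL cells at 24, 30 and 36 h, so that the difference between the schedules did not hold there. In a principal component analysis of the log2 values, the second component, with 18.1% of the variance, followed the GC slope (Pearson's r = 0.939, permutation p = 1e-05, Spearman's rho = 0.937, permutation p = 1e-05, n = 30), where 1e-05 is the smallest p that the 100000 resamples allow and the adjusted p over 5 relations was 5e-05. Without the 2 libraries farthest from the median slope r was 0.895, and it was 0.954 in CTL cells, 0.891 in JL cells and 0.917 within the second index set (n = 12). The first component, with 22.3% of the variance, had Pearson's r = 0.133 with the slope (permutation p = 0.445) and Spearman's rho = 0.573 (permutation p = 0.00128, n = 30). On this component the second CTL dish at 30 h lay far from the others, at -98.7. The use of the second component was unplanned.

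**Figure D1:**
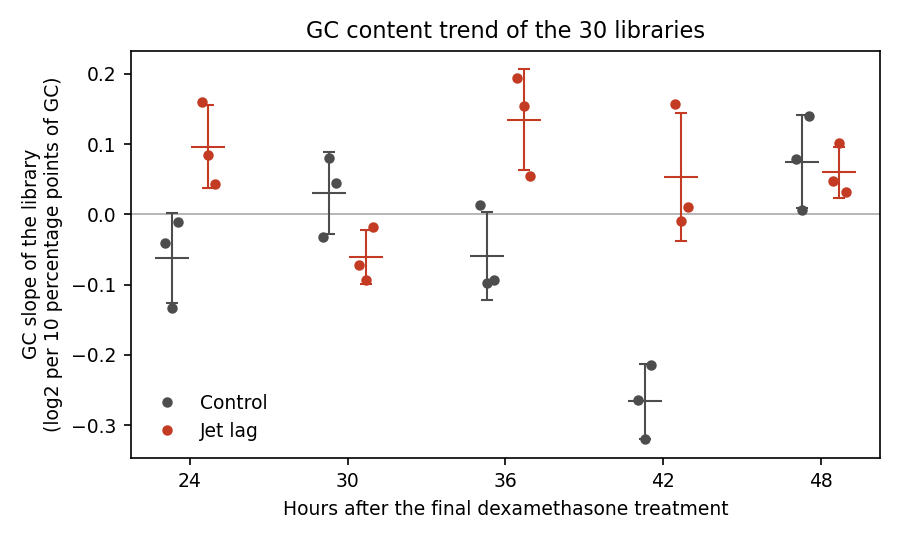
Slope of log2 values on GC content per 10 percentage points for each library, against the hours after the last dexamethasone treatment, in CTL cells (grey) and JL cells (red). Points are dishes and crosses are the mean and SD of 3 dishes, and the 3 CTL dishes at 42 h lie lowest.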

MetaCycle [26] analysis revealed significant circadian cycles of expression (q < 0.1) for 44 transcripts in CTL cells (Fig 1F and 1G, and S1 Table). 

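Rhythms were tested separately in the 15 CTL and the 15 JL libraries with the meta2d method, in which the p-values of JTK and Lomb-Scargle for a 24-h period are joined by Fisher's method and adjusted by the Benjamini-Hochberg method over all genes of the table. In CTL cells, 44 transcripts had an adjusted p under 0.1, from 0.0452 to 0.0992, and they were the same transcripts as those of the paper's S1 Table. Their mean counts ran from 52 to 3313.9, and the amplitude of a 24-h cosine fitted to log2 counts ran from 0.15 to 0.86. By the fitted cosine, 25 of them peaked between 24 and 30 h after the last treatment, 9 between 30 and 36 h, 5 between 36 and 42 h and 5 between 42 and 48 h. Positions are those of GENCODE v44 on GRCh38. The smallest p was that of IMP3 (ENSG00000177971, chromosome 15, from 75639085 to 75648706), 1.73e-06, with an amplitude of 0.26 and a peak 7.71 h into the cycle, counted from 24 h. It was followed by HSF2 (ENSG00000025156, chromosome 6, from 122399551 to 122433119), with an amplitude of 0.23 and a peak at 16.7 h, and NIN (ENSG00000100503, chromosome 14, from 50719763 to 50831162), with 0.48 and 19.4 h. The next was WSB2 (ENSG00000176871, chromosome 12, from 118032687 to 118062430), with an amplitude of 0.21 and a peak at 1.32 h. The exons of IMP3 share 31.7% of their bases with SNX33 on the other strand, and because the paper's text does not state whether the counting used the strand, reads of this pair are not known to be separated. MOV10, C7orf43, RAB35, HDAC7 and ZNF268, shown in Fig 1G, were also among the 44, with p from 1.3e-05 to 0.000108 over n = 15 libraries, and C7orf43 and RAB35 share 10.9% and 14.8% of their exon bases with a gene on the other strand. The number of cycling transcripts was highest with a cosine regression in limma, which gave 410. JTK with tied ranks, Lomb-Scargle alone, and leaving out the dishes numbered 1, 2 or 3 each gave 0. There, 1900, 47, 1127, 1276 and 970 genes had an unadjusted p under 0.05. The p of Lomb-Scargle alone has a floor that passes the adjustment only if a large share of all genes reaches it. Its 0 was therefore all but fixed in advance and says nothing about rhythms. With a dish number left out, fewer libraries remain and the floor of the joined p rises. Those counts of 0 thus do not decide how stable the rhythms are. Leaving out 1 CTL library gave at most 17, for the first dish at 30 h, and gave 0 for each dish at 36 and 42 h and the first at 48 h, where 1386 to 2203 genes had an unadjusted p under 0.05. Of the 44 transcripts, 20 had their highest mean at 48 h, the time point at which the CTL libraries carried another i5 index set. A test within the first set alone, added after the values were seen, used its 12 CTL libraries from 24 to 42 h and gave 0 transcripts an adjusted p under 0.1, the smallest being 0.211, with 1467 at an unadjusted p under 0.05. The 44 transcripts all had an unadjusted p under 0.05 there, which is not independent evidence because they were chosen with these libraries.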

Interestingly, in JL cells, the transcriptional rhythms of these cyclers were severely compromised or lost (Fig 1F and 1G, and S2 Table). 

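In JL cells 0 transcripts had an adjusted p under 0.1, and 352 had an unadjusted p under 0.05, against 2012 in CTL cells and 27 in both. Of the 44 transcripts that cycled in CTL cells, 0 had an unadjusted p under 0.05 in JL cells, where the smallest was 0.0773 and the median 0.986 (n = 15 libraries). Their median amplitude was 0.39 on the log2 scale in CTL cells and 0.15 in JL cells, and it was lower in JL cells for 42 of them. For IMP3, HSF2, NIN and WSB2 the amplitude in JL cells was 0.04, 0.05, 0.19 and 0.09. Because these transcripts were chosen for their rhythm in CTL cells, the reverse choice was made as well. The 44 transcripts with the smallest p in JL cells had a median amplitude of 0.22 in CTL cells and 0.34 in JL cells, lower in CTL cells for 34, and 4 of them had an unadjusted p under 0.05 in CTL cells. With a mean of at least 10 counts, the smallest p in JL cells were those of BTBD3, IGHMBP2, NDUFA9, CSTF1 and C2orf69P1, from 8.1e-05 to 0.000588 (adjusted p = 1 for each), with amplitudes of 0.15, 0.48, 0.20, 0.12 and 0.57. The difference between the schedules was tested directly with limma, as the interaction of the schedule with a 24-h cosine and sine. Over all genes 229 transcripts had an adjusted p under 0.1 and 47 one under 0.05, and 4160 had an unadjusted p under 0.05. Among the 44 cycling transcripts there were 8 with an adjusted p under 0.1 over all genes and 36 adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. With all dishes numbered 1, 2 or 3 left out, 10 libraries in turn, 9, 30 and 13 transcripts had an adjusted p under 0.1, and edgeR's quasi-likelihood test gave 1291. A correction of each library for its GC trend, added after the values were seen, left 36, of which 28 were among the 229, and without the 42 h time point there were 341, of which 59 were. The JL libraries at 24, 30 and 36 h and those at 42 and 48 h carried different i5 index sets, and this split could not be separated from time.

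**Figure D2:**
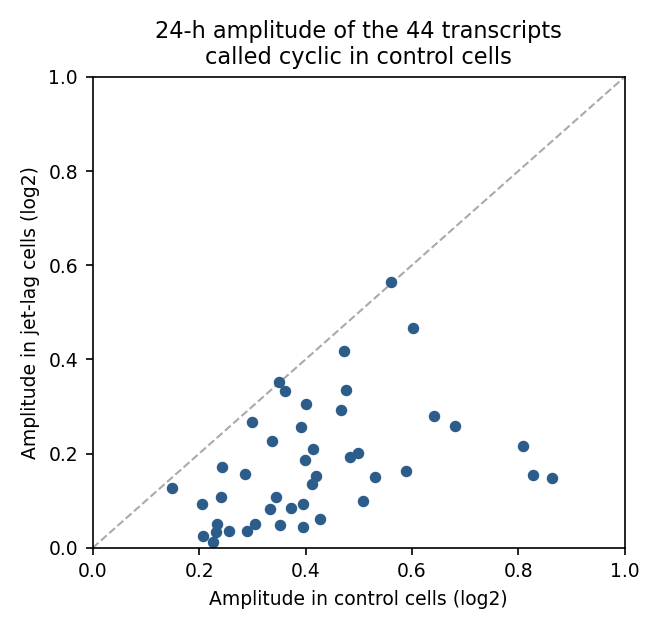
Amplitude of the fitted 24-h cosine in JL cells (vertical axis, log2) against that in CTL cells (horizontal axis, log2) for the 44 transcripts that cycled in CTL cells. Each point is a transcript and the dashed line marks equal amplitudes, and 42 points lie under it.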

The expression of several known circadian genes also showed dampened or phase-altered oscillations in JL cells (Fig 1H). 

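The 8 genes of Fig 1H were examined with 10 further circadian clock genes, PER3, DBP, TEF, HLF, BHLHE40, BHLHE41, CIART, NPAS2, RORA and NFIL3, and meta2d gave none of the 18 an unadjusted p under 0.05 in either schedule (n = 15 libraries each). The amplitude was lower in JL cells for 5 of the 8 genes, ARNTL, CLOCK, CRY2, PER1 and NR1D2, and for 10 of the 18. It was 0.10 in CTL cells and 0.06 in JL cells for ARNTL (ENSG00000133794, chromosome 11, from 13276652 to 13387266). For CLOCK (ENSG00000134852, chromosome 4, from 55427903 to 55546909) it was 0.21 in CTL cells and 0.12 in JL cells, for CRY2 (ENSG00000121671, chromosome 11, from 45847118 to 45883248) 0.16 in CTL cells and 0.08 in JL cells, and for NR1D2 (ENSG00000174738, chromosome 3, from 23945286 to 23980617) 0.12 in CTL cells and 0.08 in JL cells. No amplitude differed between the schedules by more than relabelled dishes did, with a smallest adjusted p of 0.813 over the 18 genes (two-sided permutation tests within time points). The fitted peak of PER1 (ENSG00000179094, chromosome 17, from 8140472 to 8156506) moved by -7.28 h on the 24-h cycle from CTL to JL cells, at an amplitude of 0.41 in CTL cells and 0.41 in JL cells, and that of PER2 (ENSG00000132326, chromosome 2, from 238244044 to 238290102) by -7.32 h, at 0.38 in CTL cells and 0.39 in JL cells. A negative shift is an earlier peak in JL cells, counted the shorter way round the cycle, whereas the paper's Per2 reporter was delayed in JL cells. The rhythm differed between the schedules with p = 0.00359 for PER1 and p = 0.0209 for PER2 (limma, n = 15 libraries per schedule), which were 0.0646 and 0.188 adjusted over the list alone, and over all genes 0 clock genes had an adjusted p under 0.1. For NR1D1 (ENSG00000126368, chromosome 17, from 40092793 to 40100589) the peak moved by -11.1 h with p = 0.216 (n = 15), and 18.0% of its exon bases are shared with THRA on the other strand, whose mean count was 243 against 32.1. CRY1 (ENSG00000008405, chromosome 12, from 106991364 to 107093549) had amplitudes of 0.05 in CTL cells and 0.06 in JL cells. CIART and HLF had mean counts under 10, and CIART never exceeded the floor of 3 counts. With JTK alone, PER1, BHLHE41 and NFIL3 had an unadjusted p under 0.05 in CTL cells and PER1 and TEF in JL cells, and without the dishes numbered 2 PER1 and BHLHE41 had one in CTL cells and PER1 and TEF in JL cells. When the differences between dish numbers were removed first, PER1 had one in both schedules, and with TMM scaling PER1 had one in JL cells. Within the 12 CTL libraries of the first i5 index set, from 24 to 42 h, a test added after the values were seen gave PER1 p = 0.0306 (n = 12 libraries) and the other 17 clock genes an unadjusted p of at least 0.05, and the JL libraries of one index set span at most 12 h, too short for a test.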

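The 15 CTL and 15 JL libraries, with all time points together, were compared with limma-voom for all genes of the table, with the schedule as the only term and two-sided p-values adjusted by the Benjamini-Hochberg method. At an adjusted p under 0.4, the threshold given in the paper's methods, 730 genes differed, 598 higher in JL cells and the others lower. Of these, 9 had an adjusted p under 0.1, the smallest being 0.0742, and 0 one under 0.05, while 3154 genes had an unadjusted p under 0.05, 2276 higher and 878 lower. The 730 genes included 229 with a mean under 10 counts, and of the others 456 were higher and 45 lower. At each of the 5 time points the mean was higher in JL cells for 317 of the 598 genes and lower for 65 of the genes that fell.
The count depended on the time points included. Without 42 h it was 1, the gene FSCN3, which was singled out after its values were seen, with 1852 genes at an unadjusted p under 0.05. Without 24, 30, 36 or 48 h it was 24, 4495, 64 or 1751. With single libraries left out it ran from 131, without the first CTL dish at 42 h, to 1914, without the third at 48 h, and it was 1468 without the CTL library with the fewest detected genes. The balance of directions depended on the scaling, with 278 genes higher and 146 lower after TMM scaling, 735 and 1936 after upper-quartile scaling, and 165 and 74 after quantile normalization. Among the libraries with the second i5 index set, 3 CTL libraries at 48 h against 9 JL libraries at 24, 30 and 36 h, 450 genes were higher and 672 lower, 52 of them among the 730, and the log2 fold changes had a correlation across genes of 0.113 with those of all libraries, so that the difference did not hold there. Genes are not independent replicates in this correlation.
Among genes with a mean of at least 10 counts and the same direction at each time point, the largest rises included those of ADRA2C, PCSK1N, CCDC85B and MATN1-AS1. Counts are given scaled to the mean library total. ADRA2C (ENSG00000184160, chromosome 4, from 3766348 to 3768526) had 10.0 ± 6.76 counts (SD, n = 15) in CTL cells and 19.7 ± 7.94 (SD, n = 15) in JL cells, a log2 fold change of 1.30 (standard error 0.35, adjusted p = 0.248). CCDC85B (ENSG00000175602, chromosome 11, from 65890673 to 65891635) had 88.2 ± 52.8 in CTL cells and 175 ± 84.9 in JL cells, with a log2 fold change of 1.06 (standard error 0.27, adjusted p = 0.208), and within the second index set it was -0.42. MATN1-AS1 (ENSG00000186056, chromosome 1, from 30718504 to 30726827) had a log2 fold change of 0.89 (adjusted p = 0.351) and shares 20.8% of its exon bases with MATN1. The largest falls were those of SNORD15B (ENSG00000207445, chromosome 11, from 75404421 to 75404566), with a log2 fold change of -0.63, SMC2-AS1 (ENSG00000270332, chromosome 9, from 104077308 to 104093073), with -0.56, and AL355075.4 (ENSG00000259001, chromosome 14, from 20343048 to 20343685), with -0.55, which shares 11.1% of its exon bases with PARP2. They were followed by PTGFR (ENSG00000122420, chromosome 1, from 78303884 to 78540701), with 216 ± 42.0 in CTL cells and 156 ± 24.4 in JL cells and a log2 fold change of -0.45 (standard error 0.09, adjusted p = 0.0915), and SNORA73B (ENSG00000200087, chromosome 1, from 28508559 to 28508762), with -0.43, whose value was 0.24 within the second index set. SNORD15B and SNORA73B encode small nucleolar RNAs, which an mRNA library does not target.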

Differential expression (DE) analysis comparing all CTL samples to all JL samples revealed many genes significantly up-regulated at all circadian times in JL cells (S3 Table). Interestingly, many genes up-regulated in JL cells function in disease pathways implicated in neurodegeneration and cancer: SRC homology domain-containing protein 21 (SH3D21) (ataxia-telangiectasia and colorectal cancer [27]), exocyst complex component 3-like protein 2 (EXOC3L2) (Alzheimer disease [28]), DEXH (Asp-Glu-X-His) box polypeptide 58 (DHX58) (mammary tumor [29]), proprotein convertase subtilisin/kexin type 1 inhibitor (PCSK1N) (skin carcinogenesis, Alzheimer disease and parkinsonism-dementia [30]), and jagged 2 (JAG2) (myeloma [31]) (Fig 1I and S3 Table). These observations indicate that in vitro chronic circadian disturbance significantly perturbs cellular rhythmicity as well as disease-relevant pathways.

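All 5 genes passed the adjusted p of 0.4, and 4 of them had a mean under 10 counts over the 30 libraries, so that single reads weigh on their values. SH3D21 (ENSG00000214193, chromosome 1, from 36306368 to 36329340) had 0.80 ± 1.21 counts (SD, n = 15) in CTL cells and 3.58 ± 2.15 (SD, n = 15) in JL cells, with at most 4.00 in any CTL library, and its log2 fold change of 1.89 (standard error 0.39, adjusted p = 0.0940) was the largest of all genes past that threshold. Its exons share 15.2% of their bases with EVA1B, which had a mean of 0.0333 counts. EXOC3L2 (ENSG00000283632, chromosome 19, from 45212370 to 45245407) had 5.6 ± 4.26 in CTL cells and 10.4 ± 4.38 in JL cells, a log2 fold change of 1.18 (standard error 0.35, adjusted p = 0.287). Counts of DHX58 (ENSG00000108771, chromosome 17, from 42101404 to 42112714) were 5.12 ± 3.90 in CTL cells and 10.7 ± 4.89 in JL cells, with a log2 fold change of 1.27 (standard error 0.32, adjusted p = 0.208). Its mean was higher in JL cells at 4 of the 5 time points and lower at 48 h, with 8.91 ± 6.01 counts in CTL cells and 7.99 ± 3.84 in JL cells (SD, n = 3). PCSK1N (ENSG00000102109, chromosome X, from 48831096 to 48835610) had 20.6 ± 14.4 in CTL cells and 43.5 ± 17.9 in JL cells, a log2 fold change of 1.29 (standard error 0.29, adjusted p = 0.163), and its largest difference was at 42 h, with 5.65 ± 2.33 and 51.7 ± 3.95 counts (SD, n = 3). For JAG2 (ENSG00000184916, chromosome 14, from 105140982 to 105168824) the counts were 4.72 ± 3.30 in CTL cells and 9.72 ± 4.14 in JL cells and the log2 fold change was 1.15 (standard error 0.28, adjusted p = 0.207). SH3D21, EXOC3L2, PCSK1N and JAG2 were higher in JL cells at all 5 time points. Within the second i5 index set the log2 fold change was 0.36 for DHX58 and 0.29 for JAG2. It was -0.10 for EXOC3L2 and -0.31 for PCSK1N, so that the rise of these 2 did not hold there. SH3D21 had 0 counts in the CTL libraries of that set, which are those at 48 h. Its log2 fold change there, 2.56, thus depends on the offset that the fit adds to counts and is not a measured fold. TMEM132C, also shown in Fig 1I, had a log2 fold change of 1.37 (standard error 0.33, adjusted p = 0.207), at a mean of 8.70 counts. CELSR3-AS1 had at most 2.07 counts in any CTL library and 2.08 ± 1.33 in JL cells, which is under the floor of 3 counts, so that no fold is given for it.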

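The genes that differed between the schedules were not evenly spread over GC content. The median GC content of all genes with a mean of at least 10 counts was 47.2%. Of these genes, those higher in JL cells at an adjusted p under 0.4 had a median of 61.7% and those lower had 42.1%. Among the 13094 such genes with a known GC content, split into 5 equal groups, the share that was higher in JL cells at an unadjusted p under 0.05 was 0.993% in the group with the least GC, from 27.9 to 40.2%, then 2.40%, 4.2% and 12.5%, and 37.6% in the group with the most, from 57.0 to 74.2%. The share that was lower fell from 5.19% to 0.191% over the same groups. Across genes, which are not independent replicates, the log2 fold change had a correlation of 0.562 with GC content and of -0.0578 with the log2 length. The correlation with GC content was 0.476, -0.196, 0.503, 0.620 and -0.0633 at 24, 30, 36, 42 and 48 h, so that its sign changed between time points, and it was 0.349 without 42 h. After each library was corrected for its own trend with GC content, 96 genes had an adjusted p under 0.4, 29 higher and 67 lower, 63 of them also called without the correction, and 2719 genes had an unadjusted p under 0.05. A correction for gene length gave 498 genes higher and 602 lower. The networks came from Ingenuity Pathway Analysis, a commercial database that was not used here.

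**Figure D3:**
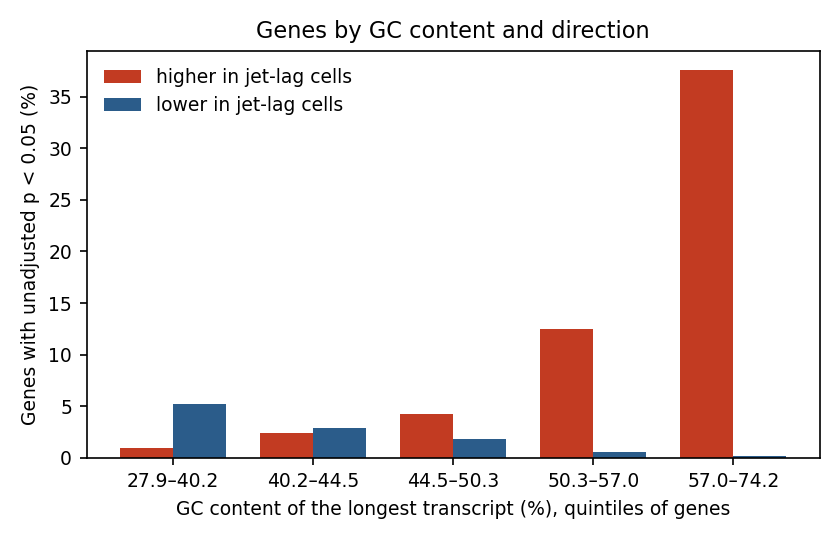
Share of genes (vertical axis, %) that were higher (red) or lower (blue) in JL cells at an unadjusted p under 0.05, in 5 groups of genes of rising GC content (horizontal axis). The bars cover the 13094 genes with a mean of at least 10 counts and a known GC content, and the share that was higher runs from 0.993% to 37.6%.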

Pathway analysis of DE genes (CTL versus JL samples; q < 0.4) found enrichment of gene networks involved in cellular growth, proliferation, and cancer (Fig 2A, 2B and 2C).

**Fig 2:**
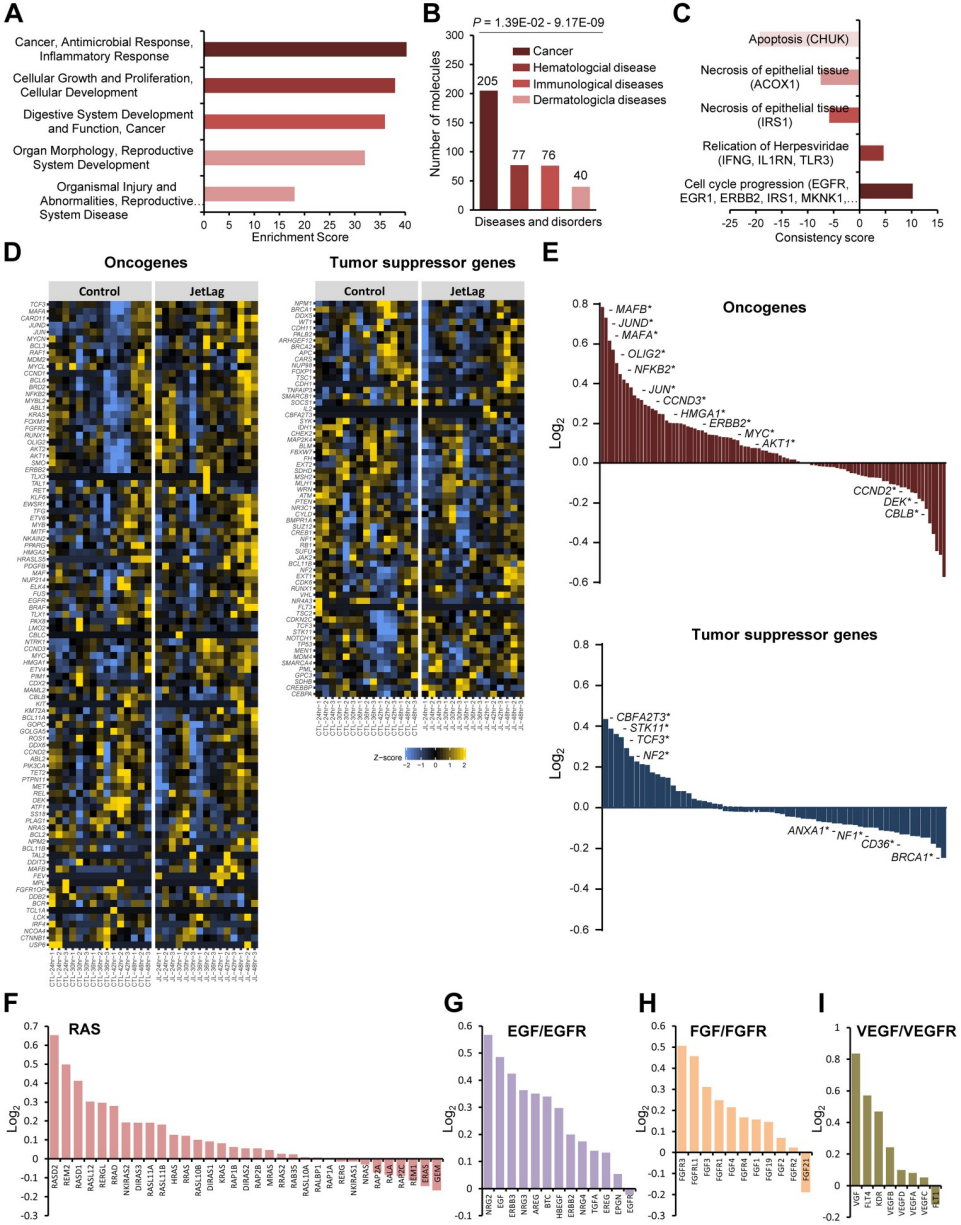
Chronic jet lag promotes a pro-proliferative cellular environment. (A, B, C) Biological functions and top gene networks (A), disease pathways (B), and effector networks (C) implicated by genes expressed differentially between control (CTL) and jet lag (JL) cells. Ingenuity Pathway Analysis (IPA) was used for this determination. (D) Heat map displays expression patterns of well-characterized oncogenes and tumor suppressor genes in CTL and JL cells, from RNA sequencing data. (E) Log_2_ fold-change values for oncogenes and tumor suppressor genes shown in (D). The asterisk indicates statistically significant differences (*p* < 0.05). Underlying data are provided in S4 Table. (F-I) Log2 fold-change values for gene expression of key ligands and receptors of (F) RAS, (G) EGF/EGFR, (H) FGF/FGFR, (I) VEGF/VEGFR signaling pathways. Fold-change values calculated using RNA-sequence data from CTL and JL cells (See S5, S6, S7 and S8 Tables). Underlying data for this figure can be found in S3 Data. CTL, control, EGF, epidermal growth factor; EGFR, epidermal growth factor receptor; FGF, fibroblast growth factor; FGFR, fibroblast growth factor receptor; IPA, Ingenuity Pathway Analysis; JL, jet lag; RAS, retinoic acid syndrome; VEGF, vascular endothelial growth factor; VEGFR, vascular endothelial growth factor receptor.

Prompted by this, we compared gene expression patterns between CTL and JL samples for well-characterized oncogenes and tumor suppressor genes. We found that several oncogenes (56/95) were up-regulated in JL cells, with significant induction noted for 11 genes (e.g., musculoaponeurotic fibrosarcoma oncogene B [MAFB], Jun proto-oncogene related gene d [JUND], musculoaponeurotic fibrosarcoma oncogene B [MAFA], oligodendrocyte transcription factor 2 [OLIG2], nuclear factor kappa B subunit 2 [NFKB2], jun oncogene [JUN], cyclin D3 [CCND3], high mobility group AT-hook 1 [HMGA1], erbb2 receptor tyrosine kinase 2 [ERBB2], myelocytomatosis oncogene cellular homolog [MYC], alpha serine/threonine kinase 1 [AKT1]; *p* < 0.05). On the other hand, tumor suppressor genes (58/66) were largely unaffected or significantly down-regulated (e.g., annexin A1 [ANXA1], neurofibromin 1 [NF1], cluster of differentiation 36 [CD36], breast cancer type 1 susceptibility protein [BRCA1]; *p* < 0.05) (Fig 2D and S4 Table). This gene expression pattern is more clearly visible when plotting the log_2_ fold-change values for oncogenes and tumor suppressor genes (Fig 2E). 

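S4 Table has 95 entries for 94 oncogenes, and with each gene counted once 59 had a log2 fold change above 0, 12 with an unadjusted p under 0.05, 4 of the list had an adjusted p under 0.4 over all genes and 2 had one under 0.05 adjusted over the list alone. The 4 were CCND3, JUND, HMGA1 and FEV, and all of FEV's libraries were under the floor of 3 counts, so that no fold is given for it. JUND (ENSG00000130522, chromosome 19, from 18279694 to 18281622) had 118 ± 38.4 counts (SD, n = 15) in CTL cells and 172 ± 36.6 (SD, n = 15) in JL cells, a log2 fold change of 0.58 (standard error 0.14, adjusted p = 0.166), and HMGA1 (ENSG00000137309, chromosome 6, from 34236873 to 34246231) had 951 ± 161 in CTL cells and 1096 ± 142 in JL cells, a log2 fold change of 0.21 (standard error 0.07, adjusted p = 0.374). The log2 fold changes of MAFA, OLIG2, NFKB2, JUN, ERBB2 and AKT1 were 0.44, 0.34, 0.30, 0.26, 0.21 and 0.16, with an unadjusted p from 0.0144 to 0.0410 (n = 15 libraries per schedule). Among genes with a log2 fold change under 0, 2 oncogenes had an unadjusted p under 0.05, CCND2 with -0.12 and CBLB with -0.19, and DEK had -0.15 with p = 0.0607 (n = 15). Over the list, the median log2 fold change was 0.07, against 0.03 for random lists matched on mean expression (one-sided p of 0.0174) and 0.03 for lists matched on GC content as well, added after the values were seen (0.0367), and camera, which tests a list against all other genes with a preset correlation of 0.01 between genes, gave p = 0.0563 (two-sided, n = 30 libraries, adjusted p = 0.0896 over the 17 lists of the paper). The value was 0.127 with fry and 0.377 with a correlation estimated from the data, and 0.00867 without 24 h and 0.0467 without 30 h. The camera p was also under 0.05 with the time point as a covariate. Among the 12 libraries of the second i5 index set, 35 of the 95 entries were up and camera gave a p of 0.000204, lower in JL cells, and the log2 fold changes of JUND, HMGA1, MAFA, NFKB2 and JUN were -0.06, -0.14, -0.23, -0.24 and -0.29, so that the rise did not hold there. After the GC correction of each library, the log2 fold change was -0.01 for HMGA1 and -0.08 for AKT1.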

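Of the 66 tumor suppressor genes, 30 had a log2 fold change above 0, 4 with an unadjusted p under 0.05, and 4 of the others had one under 0.05. None had an adjusted p under 0.4 over all genes, and 0 had one under 0.05 adjusted over the list alone. The 4 that were lower were CD36 (ENSG00000135218, chromosome 7, from 80369575 to 80679277), with 406 ± 55.5 counts (SD, n = 15) in CTL cells and 355 ± 43.8 (SD, n = 15) in JL cells and a log2 fold change of -0.19 (standard error 0.07, adjusted p = 0.415), BRCA1 (ENSG00000012048, chromosome 17, from 43044295 to 43170245), with 342 ± 51.8 in CTL cells and 291 ± 51.0 in JL cells and -0.24 (standard error 0.09, adjusted p = 0.415), ANXA1, with -0.14, and NF1, with -0.14. The 4 that were higher were STK11, with a log2 fold change of 0.39 (standard error 0.14, adjusted p = 0.423), TCF3, with 0.35, NF2, with 0.22, and CBFA2T3, which stayed under the floor of 3 counts in every library. The median log2 fold change of the list was -0.02, and camera gave p = 0.0922 for a lower level in JL cells (n = 30 libraries, adjusted p = 0.126 over the 17 lists), 0.686 with fry and 0.267 with an estimated correlation. Without 42 h the camera p was 0.00996 and without 48 h 0.0236, and it was also under 0.05 with the time point as a covariate. Among the libraries of the second i5 index set, 25 of the 66 genes were up and camera gave a p of 0.0437, lower in JL cells, while ANXA1, TCF3 and NF2 had log2 fold changes of 0.07, -0.21 and -0.24, opposite to those over all libraries. The share of genes with a log2 fold change above 0 was 62.8% for oncogenes and 43.8% for tumor suppressor genes (two-sided Fisher's exact test, p = 0.0227, each gene counted once and those of both lists as oncogenes), and the share with a rise at an unadjusted p under 0.05 was 12.8% and 6.25% (Fisher's exact test, p = 0.282). The mean log2 fold change was 0.09 for oncogenes and 0.01 for tumor suppressor genes (permutation test across genes, p = 0.0244), with a permutation p of 0.107 after the GC correction, 0.106 without the dishes numbered 1 and 0.000530 without 42 h.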

Overall expression of oncogenic retinoic acid syndrome (RAS) signaling factors as well as receptors and ligands of several growth factor signaling pathways (epidermal growth factor [EGF]/fibroblast growth factor [FGF]/vascular endothelial growth factor [VEGF]), which contribute to cancer progression, was also induced in response to CCD (Fig 2F–2I; S5, S6, S7 and S8 Tables). These data indicate that CCD reprograms the transcriptional landscape of multiple tumor progression or suppression pathways to facilitate cell proliferation and survival.

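The log2 fold change was above 0 for 25 of 33 genes of the RAS list, 12 of 13 of the EGF list, 10 of 11 of the FGF list and 7 of 8 of the VEGF list. For the RAS list the median log2 fold change was 0.09, against 0.03 in random lists matched on mean expression (one-sided p of 0.0347) and 0.03 in lists matched on GC content as well, added after the values were seen (0.0270), and camera gave p = 0.0967 (n = 30 libraries, adjusted p = 0.126 over the 17 lists), with 2 genes at an unadjusted p under 0.05, 0 with an adjusted p under 0.4 over all genes and 0 with one under 0.05 adjusted over the list alone. These were NKIRAS2 (ENSG00000168256, chromosome 17, from 42011382 to 42025644), with a log2 fold change of 0.20, and RASD2, with 0.60 at a mean of 13.1 counts. The medians of the EGF, FGF and VEGF lists were 0.30, 0.18 and 0.17, against 0.06, 0.05 and 0.06 in random lists matched on mean expression (one-sided p of 0.00260, 0.0613 and 0.146). Against lists matched on GC content as well, a comparison added after the values were seen, with medians of 0.04, 0.09 and 0.16, the one-sided p was 0.0001, 0.165 and 0.467, where 0.0001 is the smallest that 10000 lists allow, so that the medians of the FGF and VEGF lists did not exceed those of matched lists at a p of 0.05. Camera gave a p of 0.000193, 0.00590 and 0.0115 (adjusted p = 0.000819, 0.0164 and 0.0218, n = 30 libraries), and after the GC correction of each library 2.14e-05, 0.0217 and 0.0915. Adjusted over the list alone, 1, 1 and 1 of their genes had a p under 0.05, and over all genes 1, 1 and 1 had one under 0.4. AREG (ENSG00000109321, chromosome 4, from 74445136 to 74455005), which encodes the EGF receptor ligand amphiregulin, had 83.7 ± 18.2 counts (SD, n = 15) in CTL cells and 106 ± 14.8 (SD, n = 15) in JL cells, a log2 fold change of 0.36 (standard error 0.10, adjusted p = 0.277). FGFR1 (ENSG00000077782, chromosome 8, from 38400215 to 38468834) had 263 ± 49.3 in CTL cells and 311 ± 39.8 in JL cells, a log2 fold change of 0.26 (standard error 0.08, adjusted p = 0.337), and FGFRL1 had 0.46. VGF (ENSG00000128564, chromosome 7, from 101162509 to 101165569) had 166 ± 87.4 in CTL cells and 271 ± 98.3 in JL cells, a log2 fold change of 0.84 (standard error 0.23, adjusted p = 0.274), and FLT4 had 0.56 at a mean of 10.3 counts. NRG2, FGFR3 and VEGFB had 0.66, 0.62 and 0.25. VGF is counted with the VEGF genes because the paper lists it there, and whether it belongs to VEGF signaling was not examined. It was the only gene of that list past these adjusted thresholds. The calls for the EGF and FGF lists held with fry (0.00178 and 0.00422) and with an estimated correlation (0.0119 and 0.0271), that of the VEGF list held with fry (0.0135) and not with an estimated correlation (0.0597), and the RAS list had p = 0.0146 with fry (n = 30) and 0.143 with an estimated correlation. The VEGF list had a camera p of 0.0592 without 36 h, 0.108 without 42 h and 0.248 without the dishes numbered 1, and the FGF list had 0.0798 without the dishes numbered 1. In the second i5 index set alone, the numbers of genes up were 19, 8, 6 and 1 for the RAS, EGF, FGF and VEGF lists, with camera p of 0.891 (higher in JL cells), 0.367 (lower), 0.928 (lower) and 0.0495 (lower), so that none of the rises held there.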

Consistent with the transcriptome analysis, a trypan blue exclusion assay after CCD revealed a significant increase in cell number in JL samples compared with CTL (Fig 3A).

**Fig 3:**
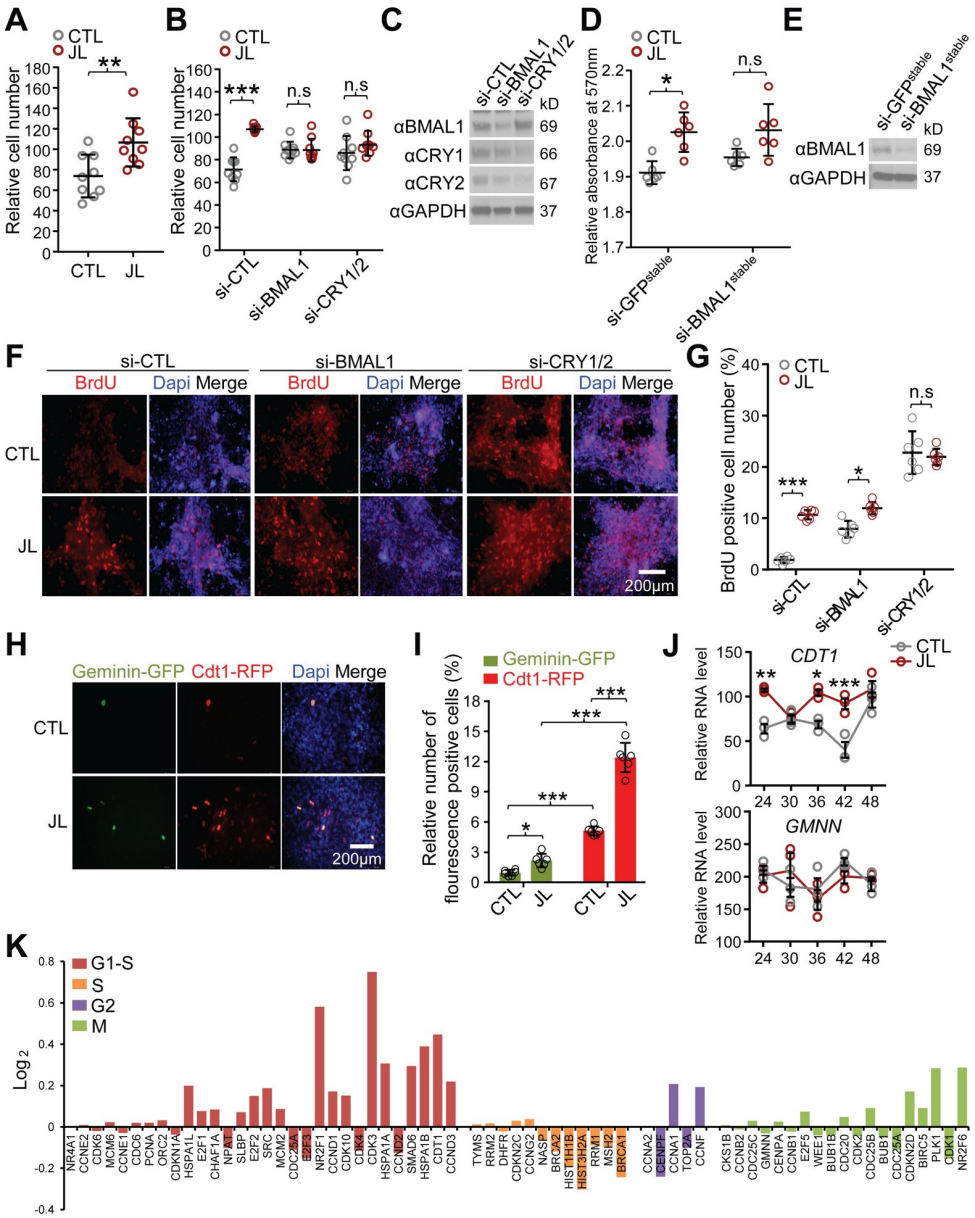
CCD enhances cell proliferation. (A) Twenty-four hours after the final dex stimulation, as per the experimental schedule depicted in Fig 1A, the control (CTL: grey circle) and jet lag (JL: brown circle) cells were harvested and subjected to a cell viability assay with 0.4% trypan blue to determine cell numbers. **p < 0.001, two-tailed Student *t* test. Data are presented as mean ± SD; *n* = 9 samples from three independent experiments. (B) Knockdown of core clock regulators abrogates the effect of chronic jet lag on cell proliferation. Forty-eight hours post-transfection of control siRNA (si-CTL) or siRNAs targeting BMAL1 (si-BMAL1) or both CRY1 and CRY2 (si-CRY1/2), the CTL (grey circle) and JL (brown circle) cells were subjected to the same experimental procedures as described in (A). ***p < 0.001; two-way ANOVA and Tukey multiple comparisons test. Data are presented as mean ± SD; *n* = 9 samples from three independent experiments. (C) Western blot analysis of knockdown efficiency of si-BMAL1 or si-CRY1/2 used in (B). Anti-BMAL1, anti-CRY1, and anti-CRY2 antibodies were used for detecting endogenous BMAL1, CRY1, and CRY2. Anti-GAPDH (αGAPDH) was used for loading control. (D) Evaluation of cell proliferation by MTT assay in U2OS cells stably expressing siRNA against GFP (si-GFP^stable^) or BMAL1 (si-BMAL1^stable^) following the CTL: grey circle) and JL (brown circle) dex synchronization schedules. *p < 0.05; two-way ANOVA with Tukey multiple comparisons test. Data are shown with the means ± SEM; *n* = 6 in all groups. (E) Western blot analysis of BMAL1 knockdown efficiency in the BMAL1 (si-BMAL1^stable^) or GFP siRNA (si-GFP^stable^) transgenic cells using anti-BMAL1 antibody. Anti-GAPDH (αGAPDH) was used for loading control. (F) BrdU incorporation assay to assess cell proliferation in response to chronic desynchronization in control siRNA (si-CTL) versus BMAL1 or CRY1/2 siRNA-transfected U2OS cell cultures. Representative images show BrdU immunolocalization (red) in cell nuclei counterstained with Dapi (blue) 24 hours post control and jet-lag dex synchronization schedules, as depicted in Fig 1A. Scale bar, 200 μm. (G) Statistical analysis quantifying the fraction of BrdU-positive proliferating cells in (F). Proportion of anti-BrdU-positive cells from the total number of Dapi-stained nuclei (>200) in each of the si-CTL-, si-BMAL1–, or si-CRY1/2–transfected cultures after the CTL (grey bar) or JL (dark brown bar) schedule was averaged from six optical fields scanned with a 20× objective. *p < 0.05, ***p < 0.0001; two-way ANOVA with Tukey multiple comparisons test. Data are shown with the means ± SD; *n* = 6 per group. n.s., *p* > 0.05. (H) At the final dex-containing media change during the chronic desynchronization schedule, the CTL and JL cells were transduced with baculovirus-expressing FUCCI cell cycle sensors (Cdt1-RFP for G1/S, Geminin-GFP for G2/M) for 48 hours and fixed for microscopic analysis. Representative images were captured by fluorescence imaging microscopy using specific filter sets for FITC (grey green; Geminin-GFP), TRITC (red; Cdt-RFP), and DAPI (blue; nuclei). Scale bar, 200 μm. (I) Quantification of the fraction of FUCCI cell cycle indicator–positive cells shown in (H). Proportion of Geminin-GFP (green bar)–or Cdt1-RFP (red bar)–positive cells from the total number of Dapi-stained nuclei (>200) in the CTL or JL cells were averaged from six optical fields scanned with a 20× objective. *p < 0.05, ***p < 0.0001; two-way ANOVA with Tukey multiple comparisons test. Data are shown with the means ± SEM; *n* = 6 per group. (J) Comparison of *CDT1* and *GMNN* mRNA expression profiles from RNA sequencing data with CTL (grey circle) and JL (brown circle) cells collected every 6 hours, as indicated, for 24 hours following the chronic desynchronization schedule depicted in Fig 1A. *p < 0.05, **p < 0.005, **p < 0.001; two-way ANOVA with Tukey multiple comparisons test. Data are shown with the means ± SEM; *n* = 3 in all time points. (K) Log_2_ fold-change values for cell cycle–specific genes, colored by associated phases (G1/S, S, G2, M). Fold-change values were calculated using RNA-Seq data of CTL and JL cells presented in S3A Fig. See S9 Table. Underlying data for this figure can be found in S3 Data. BMAL1, brain and muscle Arnt-like protein-1; BrdU, bromodeoxyuridine; CCD, chronic circadian desynchrony; Cdt1-RFP, chromatin licensing and DNA replication factor 1 tagged with red fluorescent protein; CRY, Cryptochrome; CTL, control; dex, dexamethasone; FITC, fluorescein isothiocyanate; FUCCI, fluorescence ubiquitination-based cell-cycle indicator; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; GFP, green fluorescent protein; *GMNN*, *Geminin*; JL, jet lag; MTT, thiazolyl blue tetrazolium bromide; n.s., not significant; RNA-Seq, RNA sequencing; si-BMAL1, siRNA targeting BMAL1; si-CRY1/2, siRNA targeting both CRY1 and CRY2; si-CTL, control siRNA; siRNA, small interfering RNA; TRITC, tetramethylrhodamine; U2OS, human U2 osteosarcoma.

Importantly, the effect of CCD on molecular cycles and cell number did not depend on the use of dex, as similar data were obtained when forskolin was used as a synchronizing agent (S3 Fig). To determine whether CCD-induced increased cell number was mediated by the molecular clock, we depleted the core clock activator (BMAL1) or repressors (CRY1/CRY2) using transient RNA interference (RNAi) in CTL and JL cells 48 hours before CCD (Fig 3B–3G). Notably, the knockdown of either set of core clock genes significantly compromised the cellular response to CCD (Fig 3B and 3C). Similarly, cell viability, as measured with a thiazolyl blue tetrazolium bromide (MTT)-based cell viability assay, was increased following CCD in control cells stably expressing siRNA targetting green fluoresecent protein (si-GFP) cells but not in U2OS cells stably expressing small interfering RNA (siRNA) targeting BMAL1 (si-BMAL1) (Fig 3D and 3E). Consistent with these results, a bromodeoxyuridine (BrdU) incorporation assay during the first week following CCD revealed a significantly higher number of proliferating cells in JL samples relative to CTL samples in the presence of control siRNA (si-CTL), but the relative effect was reduced by knockdown of a core clock regulator (si-BMAL1, si-CRY1/2) (Fig 3F and 3G). Although BMAL1 can have non-circadian effects, the reduced effect of CCD on cell number with two different clock knockdowns that have opposing roles within the clock (BMAL1 and CRY) supports the idea that the core clockwork contributes to the effects of CCD on cell proliferation.

### Circadian desynchrony targets RB phosphorylation and the G1/S transition to promote proliferation

To explore the distribution of the cell cycle following CCD, we utilized fluorescence ubiquitination-based cell-cycle indicator (FUCCI) imaging, which uses fluorescent probes to demarcate stages of the cell cycle (Cdt1-RFP for G1/S and Geminin-GFP for G2/M). We transduced these probes into the cells during the last day of the CCD schedule and found that both FUCCI sensor–positive cells were significantly increased by the CCD/JL protocol (Fig 3H). However, the number of Cdt1-RFP–expressing cells was significantly higher than that of Geminin-GFP–expressing cells (Fig 3I). Besides the CCD-induced changes in protein levels of the FUCCI probes, mRNA levels of *CDT1* were also higher in the JL cells, relative to CTL, across multiple circadian times, whereas mRNA levels of Geminin (*GMMN*), a posttranslational inhibitor of CDT1, showed little change (Fig 3J). 

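CDT1 (ENSG00000167513, chromosome 16, from 88803789 to 88809258) had 71.5 ± 22.7 counts (SD, n = 15) in CTL cells and 94.3 ± 18.3 (SD, n = 15) in JL cells, a log2 fold change of 0.45 (standard error 0.15, adjusted p = 0.337 over all genes). Relabelling dishes within time points gave a two-sided permutation p of 0.00195 for CDT1, which does not exclude a deviation shared by the 3 dishes of a group. Its mean was higher in JL cells at all 5 time points, and the difference was largest at 42 h, with 40.0 ± 14.8 counts in CTL cells and 92.5 ± 11.4 in JL cells (SD, n = 3, exact permutation test, p = 0.1). At 24 h the counts were 77.1 ± 24.5 and 110.1 ± 4.66 (exact permutation test, p = 0.1), and p = 0.1 is the smallest that 3 dishes against 3 allow. At 30, 36 and 48 h the exact permutation p was 0.80, 0.400 and 0.500. The log2 fold change was 0.25 without 42 h (p of 0.0608), 0.30 without the dishes numbered 2 (p of 0.120) and 0.15 after the GC correction (p of 0.134), where it no longer passed an unadjusted p of 0.05. GMNN (ENSG00000112312, chromosome 6, from 24774931 to 24786099) had 197 ± 23.1 in CTL cells and 195 ± 26.7 in JL cells, a log2 fold change of -0.02 (standard error 0.07, adjusted p = 0.921), and its mean was higher in JL cells at 2 of the 5 time points. Restricted to the second i5 index set, the log2 fold change was -0.08 for CDT1 and 0.05 for GMNN, so that the rise of CDT1 did not hold there.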

The proto-oncogenic effect of CDT1 involves its up-regulation and hyperactivity in DNA replication in malignant tumor cells or tissues [32,33]. Thus, we speculated that activation of specific cell cycle genes contributed to the enhanced proliferation in response to CCD. Indeed, our transcriptomic analysis showed that genes involved in the G1/S phase transition (*CDK3*, *MYC*, *CCND3*, *CCND1*, and *CDT1*) were highly induced upon CCD, more so than genes that function in other parts of the cell cycle (S, G2, M) (Fig 3K, S4 Fig and S9 Table). These results together suggest that chronic disturbance of cellular rhythms influences the transcriptional network to preferentially activate G1/S phase progression and thereby enhance cell proliferation.

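CCND3 (ENSG00000112576, chromosome 6, from 41934934 to 42050357) had 1462 ± 164 counts (SD, n = 15) in CTL cells and 1711 ± 164 (SD, n = 15) in JL cells, a log2 fold change of 0.23 (standard error 0.05, adjusted p = 0.163), and was higher in JL cells at all 5 time points (two-sided permutation test within time points, p = 7e-05). That permutation p is against the scatter of dishes, so that a deviation shared by the 3 dishes of a group is not excluded. After the GC correction the log2 fold change of CCND3 was 0.10 with an unadjusted limma p of 0.0550. This was the only 1 of 16 alternatives in which CCND3 no longer passed 0.05. MYC (ENSG00000136997, chromosome 8, from 127735434 to 127742951) had 249.6 ± 47.6 in CTL cells and 281 ± 36.4 in JL cells, with a log2 fold change of 0.19 (standard error 0.08, adjusted p = 0.548). CDK3 (ENSG00000250506, chromosome 17, from 76000855 to 76005999) had 3.46 ± 2.63 in CTL cells and 5.86 ± 3.24 in JL cells, a log2 fold change of 0.97 (standard error 0.38, adjusted p = 0.451), but 91.4% of its exon bases belong to the read-through gene TEN1-CDK3 on the same strand as well, which had a mean of 3.53 counts, so that its value is uncertain. In S9 Table, 22 of the 30 G1/S genes had a log2 fold change above 0, as had 5 of 12 S genes, 3 of 5 G2 genes and, with each gene counted once, 10 of 19 G2/M genes. Over all genes, 2 G1/S genes had an adjusted p under 0.4, CCND3 and CDT1, and adjusted over the list alone 1 of the 30 had a p under 0.05. HSPA1B, with a log2 fold change of 0.40 (standard error 0.14, adjusted p = 0.410), came next. The median log2 fold change was 0.08 for G1/S, -0.03 for S, 0.01 for G2 and 0.02 for G2/M genes, and camera gave p = 0.0107 for a rise of the G1/S genes (n = 30 libraries, adjusted p = 0.0218), 0.0580 for a fall of the S genes (0.0896), 0.986 for the G2 genes and 0.825 for the G2/M genes (0.986 and 0.877). The call for the G1/S genes held with fry (0.0308) and not with an estimated correlation (0.156), and it was lost after the GC correction (0.605) and with the replicate block as well (0.656), among genes with a mean of at least 10 counts (0.190), with TMM scaling (0.0518), with edgeR and TMM (0.0758), without 42 h (0.360), without the dishes numbered 1 (0.0547) and without those numbered 2 (0.0833). Their median had a one-sided p of 0.0106 against random lists matched on mean expression and 0.123 against lists matched on GC content as well, added after the values were seen. For the S genes the camera p was 0.0336 without 42 h and 0.0152 without 48 h. In the S list RRM1 had a log2 fold change of -0.08, in the G2 list CCNF and TOP2A had 0.20 and -0.10 while CCNA1 stayed under the floor, and in the G2/M list NR2F6, BIRC5 and PLK1 had 0.30, 0.10 and 0.29. The mean log2 fold change of the G1/S genes, 0.14, exceeded that of the S, G2 and G2/M genes together, 0.01 (two-sided permutation test across genes, p = 0.00824), with a permutation p of 0.0337 after the GC correction and 0.0722 without 42 h. The shares with a log2 fold change above 0, 73.3% and 51.4%, gave p = 0.0806 by Fisher's exact test (two-sided, each gene counted once). With the libraries of the second i5 index set alone, 17 of the G1/S genes were up with a camera p of 0.663, the G2/M genes were higher in JL cells with 7.26e-06, and the log2 fold changes of CCND3, MYC and CDK3 were 0.19, -0.18 and 0.69, so that the preference for G1/S genes did not hold there. From the induction of the G1/S genes relative to the other cell cycle genes, together with its protein and cell cycle measurements, the paper proposes that disturbed cellular rhythms act on the transcriptional network so that progression through G1/S is favored and the cells proliferate more.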

In addition to transcript levels, the G1 to S phase transition is tightly regulated by phosphorylation of a number of cell cycle regulatory proteins [11]. In fact, a key event for G1/S cell cycle progression is phosphorylation of RB by cyclin D-CDK4/6, which leads to activation of the G1/S transition-driving E2 transcription factor (E2F) (S5A and S5B Fig). Several phosphorylation site mapping studies have reported that RB undergoes extensive phosphorylation during the G1/S cell cycle progression [34] (S5A Fig). We sought to examine how CCD affects the phosphorylation status of RB using available phosphorylation site-specific antibodies (pRB-S807/S811, pRB-S795, pRB-S780, pRB-S612; S5A Fig). Western blot analysis using phospho-RB antibodies revealed that CCD induced significantly higher phosphorylation levels at many sites (S807/S811, S795, S780) in RB (S5C and S5D Fig). However, phosphorylation at S612 was not significantly increased. Interestingly, total RB protein levels were also significantly increased in JL cells compared with CTL cells despite similar levels of RB mRNA (*RB1*) in both cell samples (S5E Fig). Thus, the elevated RB protein level may result from increased protein stability mediated by CCD-induced phosphorylation.

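RB1 (ENSG00000139687, chromosome 13, from 48303744 to 48599436) had 359.6 ± 40.2 counts (SD, n = 15) in CTL cells and 338 ± 23.3 (SD, n = 15) in JL cells, a log2 fold change of -0.08 (standard error 0.06, adjusted p = 0.689). Its mean was higher in JL cells at 2 of the 5 time points, and relabelling dishes within time points gave a two-sided permutation p of 0.0671. By time point the counts ran from 337 to 389 in CTL cells and from 306 to 353 in JL cells. An unadjusted p under 0.05 for a fall was reached under 2 of the 16 alternatives tried, TMM scaling (a log2 fold change of -0.12) and leaving out 30 h (-0.12), and the log2 fold change was -0.01 within the second i5 index set.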

Phosphorylation of specific residues of RB at the carboxy terminus by different G1 Cyclin-CDK complexes contributes to its differential function in cell cycle progression and proliferation [34–36]. In this regard, we observed relatively higher phosphorylation at positions S807/S811, compared with the other phosphosites, in response to CCD (S5C Fig). To determine if the regulation of RB phosphosites in U2OS cells is consistent with previous reports in other systems, we used expression constructs encoding wild-type RB, non-phosphorylatable RB with 15 putative CDK sites converted to Ala residues (RB-ΔCDK), and single CDK site monophosphorylatable RB proteins (RB-ΔCDK+S612, RB-ΔCDK+S780, RB-ΔCDK+S807, RB-ΔCDK+S811) (S6 Fig). The expression of the wild-type and phosphosite–modified RB proteins was confirmed by western blot (WB) using phospho-specific antibodies (S6B Fig). FUCCI cell cycle analysis of cells expressing each of these RB constructs revealed that either or both of the S807 and S811-monophosphorylated RB proteins prominently increased G1/S phase cells relative to wild-type, non-phosphorylated, and other single CDK site RB proteins (S6A and S6C Fig). Interestingly, RB lacking all phosphorylation sites (RB-ΔCDK) resulted in more G1/S phase cells than wild-type RB, suggesting that some phosphorylation sites inhibit this transition. In parallel, MTT cell viability analysis also showed significantly enhanced cell proliferation in cells expressing the S807 and S811 monophosphorylated RB proteins alone or in combination (S6D Fig). Indeed, phosphorylation of S807/S811, which alleviates the suppressor function of RB, has been proposed as a representative marker for G1 progression through S phase [37–39]. Moreover, phosphorylation of RB at S807 protects against apoptotic cell death by regulating B-cell lymphoma 2 (Bcl2)-associated X (Bax) activity [40].

To directly assess whether phosphorylation of RB of S807/S811 contributes to cell proliferation upon circadian disturbance, we used C33A cervix carcinoma cells that express a truncated unstable RB protein and so are considered null for RB [41]. We expressed wild-type RB or alanine mutants S807A and S811A of RB (RB-S807A, RB-S811A) in C33A cells and measured cell density with and without CCD (S7A and S7B Fig). As expected, when a tumor suppressor is removed, RB-null cells showed high cell numbers and a very robust response to CCD. C33A cells rescued with wild-type RB showed a smaller but still significant response, but effects of CCD were blunted in C33A cells expressing RB-S807A or RB-S811A (S7C Fig). Together, these data suggest that phosphorylation at S807/S811 plays a unique role in enhancing cell proliferation upon CCD and so likely contributes to the cell proliferation phenotype caused by chronic circadian disturbance.

Multiple phosphoproteins that function in cell signaling, metabolic, and cell cycle pathways exhibit 24-hour oscillations [42,43]. To determine if RB phosphorylation was affected by CCD in a time-of-day–specific manner, we exposed cells to a CCD schedule and found that phosphorylation at targeted sites of RB, with the possible exception of S612, exhibited a consistent increase across circadian time in JL cells compared with CTL cells (Fig 4A).

**Fig 4:**
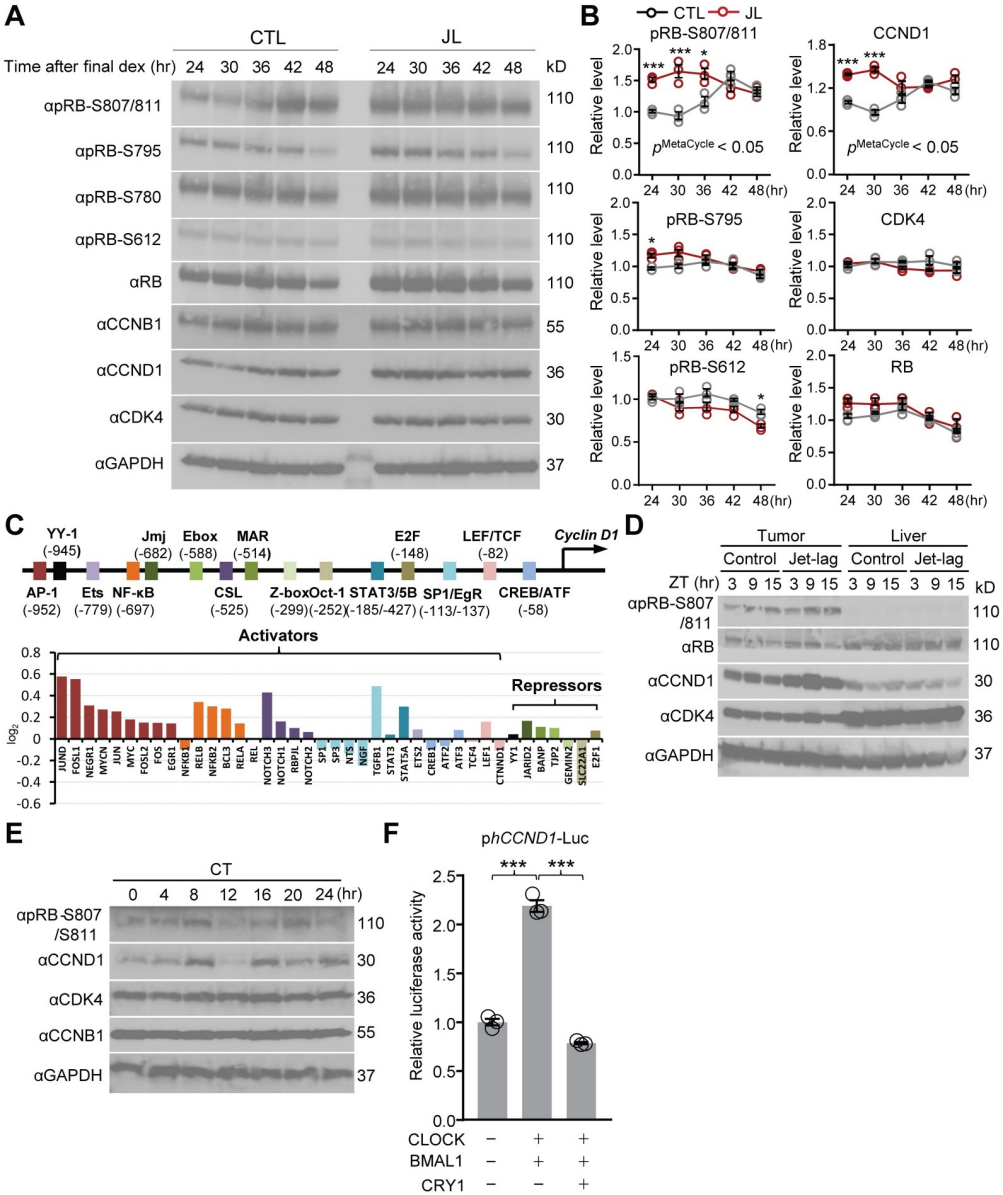
CCD alters rhythmic RB phosphorylation in a cyclin D1–dependent manner. (A) Western blot analysis of phosphorylated RB at multiple sites (pRB-S807/811, pRB-S795, pRB-S780, pRB-S612), total RB, CCNB1, cyclin D1, and CDK4 with the specific antibodies as indicated in the control (CTL) and jet lag (JL) cells collected every 6 hours (24 hours, 30 hours, 36 hours, 42 hours, 48 hours) for 24 hours after the final dex stimulation, as depicted with black arrowheads in Fig 1A. GAPDH (αGAPDH) is loading control. Representative images were taken from *n* = 3 independent experiments. (B) Statistical analysis of the WB data in (A) showing time-dependent variation of protein abundance as indicated in CTL (grey circle) and JL (brown circle) cells. GAPDH was used to normalize protein levels. *p < 0.05, ***p < 0.001; two-way ANOVA and Sidak multiple comparisons test. *p*^MetaCycle^ < 0.05 denotes results of MetaCycle analysis, identifying a 24-hour rhythm in the expression of pRB (S807/S811) (*p* = 0.0481) and CCND1 protein (*p* = 0.006) in CTL cells (grey circle). Data normalized are represented as mean ± SEM from *n* = 3 independent experiments. (C) Schematic representation of the elements of the human *cyclin D1* promoter (upper). Elements of human *cyclin D1* promoter are represented by different colors. The transcriptional start site is identified by a black line and arrow. The data show log_2_ fold-change values for gene expression of signaling-dependent transcriptional activators or repressors that directly target enhancer elements in the *cyclin D1* promoter, as indicated by the corresponding color codes (See S15 Table). (D) Carcinogen (MCA)-induced tumor bearing mice were exposed to a chronic jet-lag schedule (see Materials and methods), following which tumor and liver tissues were harvested from Jet-lag or Control mice at the indicated time points (ZT3, ZT9, ZT15) and subjected to western blot analysis using the indicated antibodies. Representative images from *n* = 3 independent experiments are shown. (E) Immunoblot analysis using liver extracts prepared from mouse liver tissues collected at 4-hour intervals as indicated for 24 hours in constant darkness. Specific antibodies were used for detecting endogenous pRB-S807/811, cyclin D1, CDK4, and CCNB1 proteins, as indicated. Anti-GAPDH (αGAPDH) was used for loading control. Similar results were obtained in two independent experiments. (F) HEK293T cells were transiently transfected with a cyclin D1-Luc reporter construct (p*cyclin D1*(−1748)-Luc) alone or co-transfected with plasmids expressing CLOCK, BMAL1, and CRY1, as indicated. After 24 hours, the cells were lysed and cyclin D1 promoter-driven luciferase activity was measured and normalized with pRL-TK activity. Representative results from three independent experiments performed are shown with the means ± SEM; *n* = 3. ***p < 0.0001, one-way ANOVA and Tukey multiple comparisons test. Underlying data for this figure can be found in S3 Data. AP-1, activator protein 1; BMAL1, brain and muscle Arnt-like protein-1; CCD, chronic circadian desynchrony; CCNB1, cyclin B1; CCND1, cyclin D1; CDK, cyclin dependent kinase; CLOCK, circadian locomotor output cycles protein kaput; CREB/ATF, cAMP response element-binding protein/activating transcription factor; CRY1, Cryptochrome1; CSL, CBF1, Suppressor of Hairless, Lag-1; CT, circadian time; dex, dexamethasone; E-box, enhancer box; Ets, E26 transformation-specific transcription factor; E2F, E2 transcription factor; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; Jmj, jumonji and AT-rich interaction domain containing 2 (Jarid2); LEF/TCF, lymphoid enhancer-binding factor/T-cell factor; Luc, luciferase; MAR, matrix-associated region; MCA, methylcholanthrene; NFKB, nuclear factor kappa-light-chain-enhancer of activated B cells; Oct-1, POU domain, class 2, transcription factor 1; pRB, phosphorylated RB; pRL-TK, renilla luciferase reporter of the HSV-thymidine kinase promoter; RB, retinoblastoma; SP1/EgR, specificity protein 1 (SP1)/early growth response (EgR) transcription factor; STAT3/5B, signal transducer and activator of transcription 3/5B; WB, western blot; YY-1, yin yang 1 transcription factor; Z-box, Z-DNA forming sequence; ZT, zeitgeber time.

Notably, phosphorylation at S807/S811 was found to cycle in CTL cells, but the circadian phase was reversed in JL cells (Fig 4B).

### Cyclin D1 mediates effects of circadian desynchrony on RB phosphorylation

To understand the mechanism underlying the effects of CCD on RB phosphorylation, we examined the expression of cell cycle genes under CCD. 

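In the sequencing data, CCND1 (ENSG00000110092, chromosome 11, from 69641156 to 69654474) had 522 ± 95.1 counts (SD, n = 15) in CTL cells and 589.9 ± 116 (SD, n = 15) in JL cells, a log2 fold change of 0.18 (standard error 0.09, adjusted p = 0.620). Its mean was higher in JL cells at 24, 36, 42 and 48 h and lower at 30 h, where it was 516 ± 8.25 in CTL cells and 477 ± 84.3 in JL cells (SD, n = 3), and relabelling dishes within time points gave a two-sided permutation p of 0.00744. A deviation shared by the 3 dishes of a group is not excluded by this relabelling. The exact permutation p at 24, 30, 36, 42 and 48 h was 0.400, 0.70, 0.1, 0.20 and 0.20, where 0.1 is the smallest that 3 dishes against 3 allow. Over all time points the unadjusted limma p was 0.0605 (n = 15 per schedule), and it was 0.00914 with the time point as a covariate, 0.0242 without 30 h, with a log2 fold change of 0.25, and 0.0410 without 48 h, with 0.17. CDK4 (ENSG00000135446, chromosome 12, from 57747727 to 57756013) had 2290.4 ± 203 in CTL cells and 2141 ± 265 in JL cells, with a log2 fold change of -0.11 (standard error 0.05, adjusted p = 0.558), and shares 44.2% of its exon bases with TSPAN31 on the other strand. CCND1 shares 10.4% of its exon bases with ORAOV1 on the other strand, whose mean count was 64.0 against 557. CDK6 (ENSG00000105810, chromosome 7, from 92604921 to 92836573) had 952 ± 186 in CTL cells and 938 ± 171 in JL cells, with a log2 fold change of -0.01 (standard error 0.09, adjusted p = 0.975). The means were higher in JL cells at 2 of the 5 time points for CDK4 and 3 for CDK6. Within the second i5 index set the log2 fold changes of CCND1, CDK4 and CDK6 were -0.32, 0.10 and -0.39, the first and second of them opposite in sign to those over all libraries, with p of 0.0216, 0.271 and 0.000750, so that the rise of CCND1 did not hold there.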

Cyclin D1 (CCND1) protein expression displayed increased expression and a reversed cyclic pattern in response to CCD, while other cell cycle molecules (CDK4, cyclin B1 [CCNB1]) were relatively unchanged (Fig 4A and 4B). mRNA expression of cyclin D1 was also persistently induced over most circadian time points in JL cells relative to CTL cells, but this was not seen for other RB pathway components (RB1, CDK4, CDK6) (S8A Fig). These results point to a principal role of cyclin D1 in promoting CDK4/6 kinase activity to drive increased expression and oscillation of RB phosphorylation in response to CCD.

The cyclin D1 gene responds directly to and integrates multiple signaling pathways via its various enhancer elements during the G1/S transition [9]. To address the mechanism responsible for CCD-driven cyclin D1 gene activation, we examined the RNA-Seq data for differences between CTL and JL samples with respect to signaling pathways known to regulate cyclin D1 expression (S8B–S8F Fig, and S10, S11, S12, S13 and S14 Tables). Expression of a large number of key signaling molecules that activate cyclin D1 (wingless/integrated [Wnt], extracellular signal-regulated kinase/mitogen activated protein kinase [ERK/MAPK], phosphatidylinositol 3-kinase/alpha serine/threonine-protein kinase [PI13K/AKT], hippo signaling pathway [HIPPO], G protein-coupled receptor [GPCR]) was up-regulated, whereas most genes that inhibit cyclin D1 were relatively unaffected or down-regulated in response to CCD (S8B–S8F Fig, and S10, S11, S12, S13 and S14 Tables). 

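The Wnt, ERK/MAPK, PI3K/AKT, Hippo and GPCR lists have 73, 72, 33, 27 and 75 entries for 72, 71, 33, 27 and 75 genes. With each gene counted once, 49, 52, 20, 24 and 64 had a log2 fold change above 0, and an unadjusted p under 0.05 was reached by 13, 15, 6, 9 and 10 genes that rose and by 0, 2, 0, 0 and 1 that fell. Over all genes 7, 7, 1, 3 and 2 had an adjusted p under 0.4, and 0, 7, 0, 3 and 1 had one under 0.05 adjusted over the list alone. The median log2 fold changes were 0.10, 0.09, 0.06, 0.17 and 0.23, against 0.03, 0.03, 0.03, 0.03 and 0.05 for random lists matched on mean expression and 0.05, 0.06, 0.04, 0.06 and 0.08 for lists matched on GC content as well, a comparison added after the values were seen. The one-sided p against the first kind of random list was 0.00210, 0.00310, 0.138, 0.000200 and 0.0001, and against the second kind 0.00700, 0.0783, 0.253, 0.000200 and 0.0001, where 0.0001 is the smallest that 10000 lists allow. Camera gave p = 0.00111, 0.000159, 0.184, 2.23e-07 and 8.85e-06 for a rise (n = 30 libraries, adjusted p = 0.00378, 0.000819, 0.223, 3.79e-06 and 7.52e-05). The calls for the Hippo and GPCR lists held with fry (0.00825 and 0.000242) and with an estimated correlation (0.0308 and 0.00467), and those for the Wnt and ERK/MAPK lists held with fry (0.0318 and 0.0245) and not with an estimated correlation (0.122 and 0.112). The ERK/MAPK list had 0.0928 without 42 h and 0.0767 after the GC correction, and without 24 h the PI3K/AKT list had 0.0343. When the comparison was kept to the second i5 index set, 29, 25, 16, 10 and 50 entries were up, and camera gave 0.0356, 0.00235, 0.232 and 0.140 for a fall of the Wnt, ERK/MAPK, PI3K/AKT and Hippo lists and 0.0499 for a rise of the GPCR list, so that only the last kept its direction.
The smallest p in the Wnt list were those of FZD1 (ENSG00000157240, chromosome 7, from 91264433 to 91271326), with a log2 fold change of 0.26 (standard error 0.07, adjusted p = 0.287), GLI1 (ENSG00000111087, chromosome 12, from 57459785 to 57472268), with 0.46 (standard error 0.14, adjusted p = 0.298), and WNT6, with 0.92 at a mean of 9.37 counts. In the ERK/MAPK list JUND was followed by JUNB (ENSG00000171223, chromosome 19, from 12791486 to 12793315), with 0.52 (standard error 0.13, adjusted p = 0.203), which shares 14.2% of its exon bases with HOOK2 on the other strand, and PDGFRB (ENSG00000113721, chromosome 5, from 150113839 to 150155872), with 0.42 (standard error 0.11, adjusted p = 0.227). In the PI3K/AKT list FOXO6 had 1.06 at a mean of 6.70 counts, NFKBIA 0.12 and RELB 0.35, and in the Hippo list JAG2, AREG and CDT1 had the smallest p. In the GPCR list ADRA2C had the largest rise among genes with a mean of at least 10 counts, and NMBR and CCKBR, which had the next smallest p, were at or under the floor of 3 counts in every CTL library. S10 to S14 Tables also hold genes that inhibit cyclin D1, and because their marks in those tables were not read here, activators and inhibitors of each pathway were not separated.

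**Figure D4:**
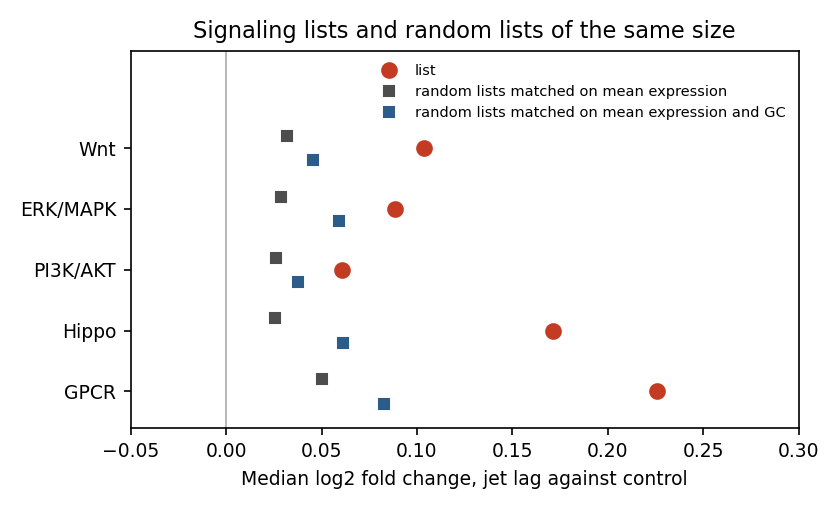
Median log2 fold change (JL against CTL cells) of 5 gene lists, each gene counted once, beside that of random lists matched on mean expression or on mean expression and GC content. Each list is named on the axis and its median runs from 0.06 to 0.23.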

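S15 Table lists 32 activators and 8 repressors of the cyclin D1 promoter. For 6 of the activators the printed identifier and symbol are not of the same gene, and the gene of the symbol was used. In these lists, 22 of the activators and 6 of the repressors had a log2 fold change above 0 (two-sided Fisher's exact test, p = 1). The mean log2 fold change was 0.15 for activators and 0.01 for repressors, which did not differ by more than genes exchanged between the lists (permutation test, p = 0.123). Against all other genes, camera gave p = 0.00677 for a rise of the activators (n = 30 libraries, adjusted p = 0.0164), with a median of 0.15, and 0.441 for the repressors (0.500), with a median of 0.08, where random lists matched on mean expression gave 0.03 and 0.04 (one-sided p of 0.000200 and 0.257) and lists matched on GC content as well, added after the values were seen, 0.06 and 0.07 (0.00210 and 0.345). The call for the activators was lost after the GC correction (0.0769) and with the replicate block as well (0.0942), with fry (0.0811), with an estimated correlation (0.219), without 36 h (0.0504), without 42 h (0.106) and without the dishes numbered 2 (0.0688), and the repressors leaned the other way without 42 h (0.834) and after the GC correction (0.768). Of the activators, 9 rose at an unadjusted p under 0.05, 1 had an adjusted p under 0.4 over all genes, and 1 had one under 0.05 adjusted over the list alone, while 0 repressors rose and 0 fell at an unadjusted p under 0.05. Besides JUND, the smallest p among the activators were those of JUN (ENSG00000177606, chromosome 1, from 58776845 to 58784048), with 319 ± 77.6 counts (SD, n = 15) in CTL cells and 376 ± 68.6 (SD, n = 15) in JL cells, and RELB (ENSG00000104856, chromosome 19, from 45001461 to 45038192), with 92.6 ± 28.4 in CTL cells and 115 ± 25.6 in JL cells. Among the repressors JARID2 and BANP had log2 fold changes of 0.17 and 0.12. Within the second i5 index set 9 activators and 3 repressors were up, with a camera p of 0.000595 for a fall of the activators and 0.269 for a fall of the repressors, so that the rise of the activators did not hold there.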

Correspondingly, several transcriptional activators that respond to such upstream signals and directly target enhancer elements of the cyclin D1 promoter (activator protein 1 [AP-1], nuclear factor kappa B [NFKB], notch signaling pathway [NOTCH]) exhibited up-regulated gene expression relative to repressors, as a result of CCD (Fig 4C, and S15 Table).

To verify CCD-induced activation of cyclin D1 in vivo, we induced a fibrosarcoma in mice using methylcholanthrene (MCA), a potent chemical carcinogen, and exposed the mice to a chronic jet-lag schedule [4]. As described below, tumor growth showed a notably higher rate in jet-lagged mice compared with controls. Western blot analysis revealed that cyclin D1 protein expression as well as RB phosphorylation were markedly increased at multiple time points in tumor tissue, but not in liver tissue, relative to control mice samples assayed in parallel (Fig 4D). This is consistent with previous reports of the cyclin D1-CDK4/6 dependence of RB phosphorylation [39,44]. These data strongly suggest that chronic circadian disturbance promotes an intracellular signaling environment that stimulates cyclin D1 expression in tumors.

Around-the-clock assays of mouse liver extracts at 4-hour intervals showed constitutive expression of CDK4 and CCNB1. Diurnal variations were observed in cyclin D1 expression and RB 807/811 phosphorylation, but were not as robust as seen in cells, perhaps because the adult liver is a non-proliferating tissue (Fig 4E). We also asked if cyclin D1 is a direct target of the clock, and so sought to investigate if a canonical enhancer box (E-box) sequence, located at −588 in the upstream region of the human cyclin D1 gene (Fig 4C), is relevant for clock-mediated expression. To address this, we conducted transcriptional analysis using a luciferase reporter (ph*CCND1*-Luc) in HEK293T cells that are typically used for such assays [22]. We found that cyclin D1 promoter activity was significantly up-regulated by CLOCK/BMAL1 and repressed by CRY1 when co-expressed (Fig 4F). Thus, cyclin D1 is a direct target of the core clock machinery, supported by recent microarray analysis identifying cyclin D1 as a rhythmically expressed gene in most mouse tissues [45]. Taken together, these data suggest that cyclin D1 is a critical component required for rhythmic RB phosphorylation by CDK4/6, mediating circadian coordination or alteration of G1/S phase progression.

### A cyclin D1-CDK4/6 kinase inhibitor has time-of-day–specific effects on tumor growth

The cyclin D1-CDK4/6–RB pathway is a major target for G1/S phase inhibitors in cancer chemotherapy [46]. For instance, palbociclib (PD0332991) is a potent and selective CDK4/6 inhibitor used for the treatment of specific cancers [47]. We found that palbociclib efficiently and dose-dependently blocked RB phosphorylation at several residues, in conjunction with reduced levels of total RB protein, in U2OS cells (Fig 5A).

**Fig 5:**
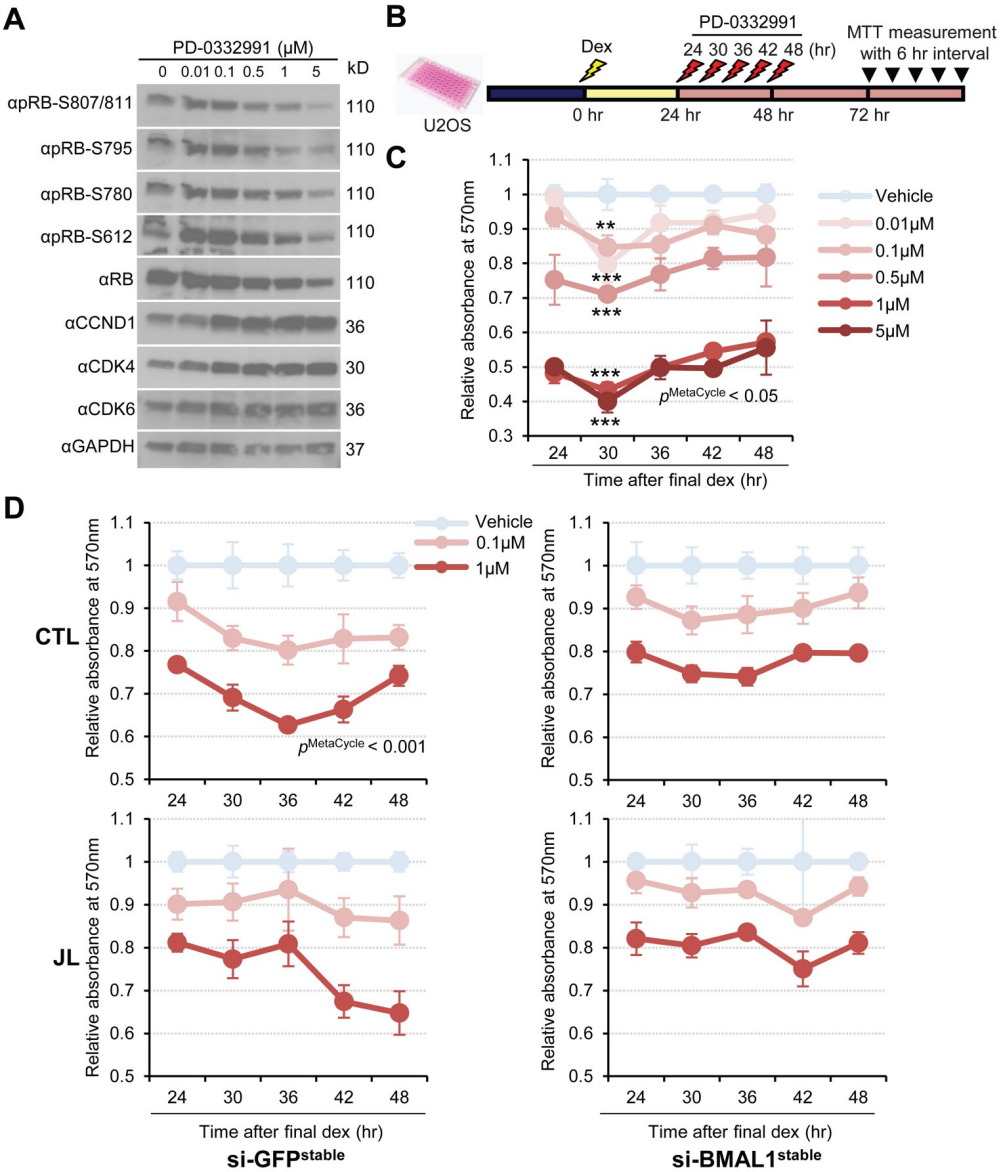
CCD alters time-dependent anticancer activity of PD-0332991, a potent CDK4/6-specific inhibitor, in U2OS cells. (A) Western blot analysis of the dose dependency of PD-0332991 action on RB phosphorylation in U2OS cells. After a 48-hour incubation with increasing doses of PD-0332991, cell extracts were harvested for immunoblot analysis of protein abundances of phosphorylated RBs at multiple sites (pRB-S807/811, pRB-S795, pRB-S780, pRB-S612), total RB, cyclin D1, CDK4, and CDK6 using specific antibodies. Anti-GAPDH (αGAPDH) was used for loading control. (B) Schematic of the experimental schedule to determine time dependence of the antiproliferative effect of PD-0332991 on U2OS cells. After 24 hours of dex (100 nM, yellow bolt) synchronization, the cells were treated with vehicle or PD-033291 (0.01–5 μM, red bolt) at 6-hour intervals over the course of 24 hours and subjected to an MTT cell proliferation assay at the indicated time points 48 hours later. (C) Graph of experimental procedures in (B) to show time-dependent antiproliferative effects of PD-0332991 at various doses. **p < 0.001, ***p < 0.0001; two-way ANOVA and Tukey multiple comparisons test. *p*^MetaCycle^ < 0.05 denotes results of MetaCycle analysis, identifying a 24-hour rhythm in drug sensitivity of cells treated with 0.1 μM PD-0332991 (*p* = 0.0146). Data were normalized to represent the average ± SD; *n* = 3 in all time points. The result is representative of three independent experiments. (D) Twenty-four hours after the final dex stimulation depicted in Fig 1A, Control (CTL) and Jet lag (JL) U2OS cells stably expressing siRNA against GFP (si-GFP^stable^) or BMAL1 (si-BMAL1^stable^) were subject to a time course of vehicle or PD-0332991 (0.1 μM, 1 μM) treatment, and subsequent MTT analysis was performed as described in (B). Data were normalized to represent the average ± SD; *n* = 3 in all time points. *p*^MetaCycle^ < 0.001 denotes results of MetaCycle analysis, identifying a 24-hour rhythm in drug sensitivity of cells treated with 1 μM PD-0332991 (*p* = 0.00019). The result is representative of two independent experiments. Underlying data for this figure can be found in S3 Data. BMAL1, brain and muscle arnt-like protein-1; CCD, chronic circadian desynchrony; CDK, cyclin dependent kinase; dex, dexamethasone; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; GFP, green fluorescent protein; MTT, thiazolyl blue tetrazolium bromide; RB, retinoblastoma; siRNA, small interference RNA U2OS, human U2 osteosarcoma.

This supports our prior hypothesis of phosphorylation-dependent stabilization of RB. Conversely, the phospho-RB inhibitor gradually increased protein abundance of cyclin D1 or CDK4/6 dose dependently (Fig 5A). This is consistent with previous reports showing that palbociclib can stabilize cyclin D-CDK4/6 complexes by inducing adaptive responses in mammalian target of rapamycin (mTOR) or phosphatidylinositol 3-kinase/alpha serine/threonine-protein kinase PI3K/AKT pathways [48,49]. Considering the cyclic RB phosphorylation in our data above, we sought to examine circadian kinetics of the antiproliferative effect of palbociclib on dex-synchronized U2OS osteosarcoma cells (Fig 5B). The time course of an MTT cell viability assay revealed that palbociclib exhibited significantly higher antiproliferative activity at 30 hours, relative to other time points, following dex synchronization in both 48-hour and 72-hour drug incubation protocols (Fig 5C, and S9A and S9B Fig). Palbociclib did not show a substantial effect on circadian rhythmicity, as assayed by determining its effect on the *Per2* reporter in U2OS cells, although slightly prolonged rhythms were observed at higher doses, probably due to severe cell growth arrest by the drug (S7C, S7D, S9E and S9F Figs).

To determine whether rhythmic variations in drug efficacy were circadian clock dependent, we subjected U2OS cells stably expressing BMAL1 siRNA (si-BMAL1^stable^), or GFP siRNA as a control (si-GFP^stable^), to CCD and then followed up with the timed pharmacological experiments as above. MTT analysis showed a circadian pattern of drug sensitivity (*p*^MetaCycle^ < 0.05) in control si-GFP^stable^ cells, but the rhythm of drug response was phase reversed in JL GFP^stable^ cells, reflecting altered cycling in these cells (Fig 5D, left panels). Furthermore, rhythmic effects of the inhibitor were abrogated in CTL and JL si-BMAL1^stable^ cells (Fig 5D, right panels), although they were not totally eliminated—likely because siRNA does not produce complete knockdown. These results indicate that the antiproliferative effect of palbociclib, which targets CDK4/6 activity, is regulated by the circadian clock and can be severely altered by rhythm desynchrony.

Based on these findings, we sought to determine if a G1/S cell cycle–specific inhibitor shows time-of-day–specific effects in an in vivo mouse model. To this end, 30–60 days after subcutaneous injection of the MCA carcinogen, mice were subjected to a chronic jet-lag (CJL) protocol, the effects of which were verified by testing the mice for locomotor rhythms (Fig 6A and 6B).

**Fig 6:**
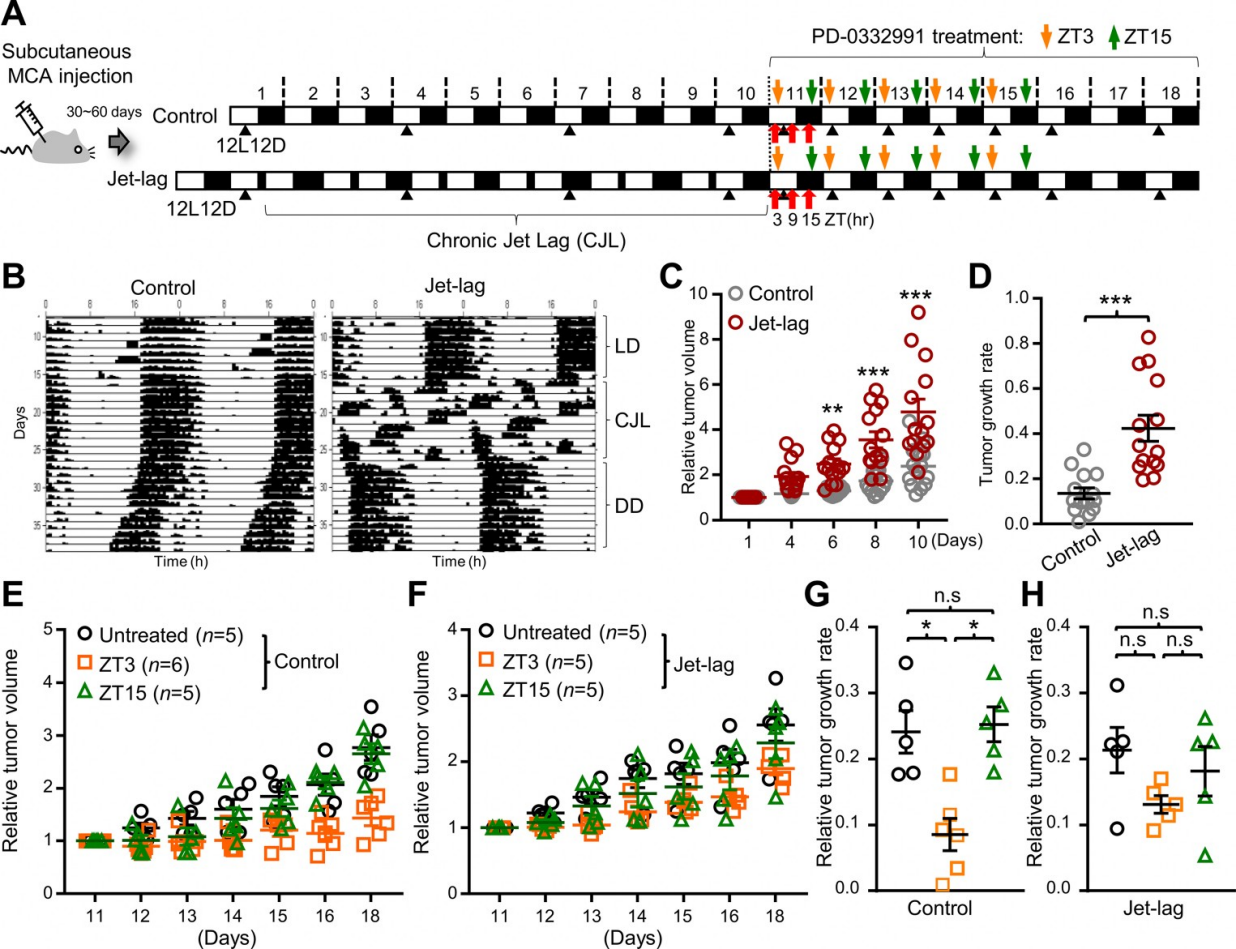
Chronic jet lag alters growth rate of carcinogen (MCA)-induced tumors and time-dependent anticancer activity of PD-0332991 in mice. (A) The experimental schedule for chronic jet lag and palbociclib (PD-0332991) drug treatment. Thirty to sixty days after subcutaneous injection of MCA in mice, the mice were separated into Control and Jet-lag groups for a chronic jet-lag schedule, as depicted. Red arrows indicate sampling of the tumor and liver tissues from both groups of mice killed at the time points (ZT3, ZT9, ZT15) as indicated for further western blot analysis (See Fig 4D). Black arrowheads denote times of tumor measurement. Orange and green arrows indicate oral drug administration of mice at ZT3 and ZT15. Treatment started on day 11 after chronic jet lag (CJL). (B) Representative activity records of running wheel activity in Control and Jet-lag mice. (C) Plots depicting tumor growth in Control (grey circle, *n* = 14) and Jet-lag (brown circle, *n* = 14) mice during CJL. **p < 0.01, ***p < 0.001, two-way ANOVA and Bonferroni multiple comparisons test. Data normalized were derived from *n* = 3 independent experiments. Error bar shown with mean ± SEM. (D) Quantification of relative tumor growth rate calculated from linear regression by fitting a linear equation to observed data in the Control (*n* = 14; grey circle) and Jet lag (*n* = 14; brown circle) mice of (C). ***p < 0.0001, two-tailed Student *t* test. Data normalized were shown with mean ± SEM; *n* = 14 in both groups. (E and F) Time-dependent effects of palbociclib on MCA-induced tumor growth in Control (E) or Jet-lag (F) mice. Tumor growth changed as a function of palbociclib administration time: untreated (black circle), treated at ZT3 (orange square), and treated at ZT15 (green triangle). *n* indicates the number of mice analyzed. Data normalized were shown with mean ± SEM; *n* = 5–6 per group. The result is representative of two independent experiments. (G and F) Quantification of MCA-induced tumor growth rate calculated from linear regression by fitting a linear equation to observed data in Control (G) or Jet-lag mice (F) under the different drug treatment conditions: untreated (black circle), treated at ZT3 (orange squares), and treated at ZT15 (green triangles). *n* = 5–6 mice were analyzed in all groups. *p < 0.05, one-way ANOVA and Tukey multiple comparison test. Data were shown with mean ± SEM. Underlying data for this figure can be found in S3 Data. CJL, chronic jet lag; DD, constant darkness; LD, light-dark; MCA, methylcholanthrene; n.s., not significant; ZT, zeitgeber time.

Consistent with a previous study [4], jet-lagged mice (Jet-lag) formed tumors faster than controls (Control) (Fig 6C and 6D). To investigate the time-dependent efficacy of palbociclib, we gave daily oral treatment to Control and Jet lag mice for 5 days at three hours after lights on (zeitgeber time [ZT3]) (morning) or three hours after lights off (ZT15) (night) following the chronic jet-lag schedule (Fig 6A). A significant reduction of tumor growth rate was observed in Control mice receiving the drug at ZT3, but not those treated at ZT15 (Fig 6E and 6G). Moreover, the time-dependent antitumor activity of palbociclib was compromised in Jet lag mice (Fig 6F and 6H). To explore time dependence of this drug with respect to other types of tumors, we induced tumors in mice through subcutaneous injection of B16 mouse melanoma cells, which possess intrinsic circadian function [15]. Interestingly, similar to the results observed in MCA-induced tumors, the inoculated melanoma grew faster in Jet-lag mice than Control during the chronic jet-lag regime (S10A, S10B, S10C and S10D Fig). Furthermore, the melanoma tumors exhibited significantly higher drug sensitivity at ZT3 than ZT15 in Control mice when subjected to daily treatment with palbociclib at these respective time points (S10E and S10G Fig). As with the MCA-induced tumors, time-of-day effects of the drug were severely compromised in Jet-lag mice (S10F and S10H Fig). In conjunction with the cell-based data, our in vivo animal data indicate that circadian regulation of G1/S progression confers time-of-day sensitivity to antitumor agents that act at this step, but the rhythm of sensitivity is lost under conditions of circadian desynchrony.

## Discussion

In this study, we demonstrate the feasibility of a cell-based assay to investigate the impact of circadian desynchrony on a cellular/molecular level. The use of this model allowed us to comprehensively assess impairments in cell physiology induced by a jet-lag protocol, and it revealed a molecular mechanism that is not only relevant for the role of circadian dysregulation in cancer but also provides a molecular target for chronotherapy. Importantly, we show that the mechanism as well as time-of-day effects of a drug targeting the mechanism are manifest in mouse tumor models.

The dex synchronization model is used largely to induce free-running circadian oscillations in mammalian cell lines. However, GCs such as dex are also relevant for circadian synchrony in the organism. Besides photic entrainment driven by the SCN, mammalian body clocks can be directly reset by multiple stimuli such as stress, exercise, and nutrition [50], of which GC hormones released from the adrenal cortex are among the most potent non-photic synchronizers [51]. GC levels exhibit robust daily oscillations, with peak expression in the morning and a trough at night, driven by circadian regulation of GC production by a local clock in the adrenal gland as well as by systemic innervation [52]. GCs mediate circadian responses to various psychosocial stresses [53–55], and thus disruption of GC rhythms by shift work or jet lag could be relevant to pathological conditions [56]. Indeed, disruption of daily GC rhythms is even linked to cancer [57], perhaps related to the inhibitory effects of GC on cell proliferation [58,59]. These critical roles of GC in normal circadian physiology provide an important rationale for the use of dex to impose CCD in a cell-based model.

Notably, in our circadian transcriptome data (Fig 1F), a significant number of genes exhibited circadian cycling in the daily dex-synchronized U2OS cells (*n* = 44), compared with cycling genes estimated in the same cells after a single dex treatment in a previous report (*n* = 7) [60]. This could be primarily due to different experimental and rhythm assessment procedures, for instance, with respect to the measured time points and analysis criteria used in each of the studies. Another possibility for the discrepancy is that the regular rhythmic environment, with daily dex treatment, induced more robust cycling of responsive genes. This is reminiscent of previous circadian gene expression profiling data showing that a large number of genes exhibit diurnal cycling, but not all cycle in free run, nor are all directly clock controlled [45,61]. Given the robust diurnal fluctuation of GC, it is tempting to speculate that our daily dex-synchronization regimen closely mimics physiological cycling in the presence of light–dark cycles.

Malignant cell proliferation and tumor growth is a major pathological consequence of chronic jet lag [7]. Underscoring the link between disrupted clocks and cancer, our unbiased approach, which consisted of characterizing many different cellular functions as well as conducting genome-wide RNA-seq to determine how cell physiology is perturbed by circadian disruption, reveals that cell proliferation, along with concomitant changes in gene expression, is the most highly affected function. Our chronic jet-lag protocol results in a dramatic increase in the ratio of oncogenic genes to tumor suppressor genes. Given the tumor suppressive effect of enhanced circadian function in a recent study [15], we suggest that chronic circadian perturbation tips the transcriptional balance of tumor-progressive and -suppressive genes in favor of promoting tumor survival and proliferation. This explains in part why carcinogen-induced or -injected tumors grow faster under chronic jet lag (Fig 6C and 6D, S10C and S10D Fig) [4]. We note that clock proteins may also directly regulate tumor suppressors and oncogenic proteins [62,63]. However, as our chronic jet-lag experiments reported here are performed with cancer cells and induced tumor tissues, we cannot speak to how a jet-lag paradigm would impact nontransformed cells. Also, because not all cancer cells have functional circadian clocks [64], the proposed mechanism would likely only apply to the subsets of cancers that maintain a clock function.

On the other hand, recent studies have shown that circadian rhythms can be reprogrammed or otherwise affected by tumors or multiple tumor components [65]. For example, lung adenocarcinoma and breast cancer reprogram circadian rhythms in liver metabolism and transcription, respectively [66,67]. Furthermore, cell cycle–related oncogenes (MYC, RAS) were found to affect the circadian clock [68,69]. These findings indicate a dynamic bidirectional relationship between circadian disruption and cancer progression.

Several mitogenic and oncogenic pathways signal to the cell cycle machinery through D-type cyclins [9]. Consistent with this, our transcriptomic analysis reveals extensive up-regulation of upstream signals and downstream transcriptional activators of the cyclin D1 gene in U2OS cells exposed to chronic jet lag (Fig 4C and S8 Fig). More interestingly, cyclin D1 expression was markedly elevated in tumors, but not in other tissue, in chronically jet-lagged mice (Fig 4D). These results suggest that the expression of cell cycle proteins is more sensitive to chronic jet lag in cancerous cells. We note that cyclin D3, another D-type G1 cyclin important for cancer cell survival and progression [70,71], was also up-regulated by CCD in our transcriptomic data (Fig 3K and S4B Fig). Our findings regarding cyclin D corroborate the reported oncogenic role of cyclin D in triggering spontaneous tumors or inducing tumors in response to mitogenic and oncogenic signals [72]. Taken together, these data suggest that cyclin D mediates abnormal tumor proliferation in response to chronic jet lag.

Molecular links between the circadian clock and the cell cycle have been suggested in a few previous studies. For instance, in a murine hepatectomy model, circadian regulation of the G2-M transition was proposed to be driven by clock-controlled expression of Wee1 G2 checkpoint kinase (Wee1), a key cell cycle inhibitor that phosphorylates and thereby inactivates the CDK1–cyclinB1 complex [73]. Timely coordination of the G1/S phase is suggested by circadian transcriptional regulation of p21 and p16, which encode inhibitors of cyclin-dependent kinases, including CDK4/6 [74,75]. In addition, the myelocytomatosis oncogene cellular homolog (Myc) proto-oncogene is thought to be regulated by BMAL1/neuronal PAS domain protein 2 (NPAS2) (a CLOCK paralogue) action on its E-boxes, which may contribute to enhanced tumor growth in Per2 mutant mice in response to DNA damage [76]. Myc can act through p27(Kip1), another multifunctional CDK inhibitor, to facilitate the activation of CDK4/6 [77]. Our in vitro and in vivo data demonstrate that CLOCK/BMAL1 directly regulate cyclin D1, which likely contributes to rhythmic CDK4/6 activity (Fig 4), so multiple circadian mechanisms may converge on CDK4/6. We show also that chronic jet lag alters the phosphorylation of RB, which is the rate-limiting substrate of cyclin D1–CDK4/6 in the cell cycle progression [35]. Importantly, RB phosphorylation is predominantly affected at S807/811, which is a known CDK4/6 site [78]. S807/811 on RB serves as a priming site whose induced phosphorylation releases the tumor-suppressive effect of RB and promotes cell cycle entry, as well as cell survival [37–40]. In this regard, rescue of RB-null cells (C33A) with RB phospho mutants (S807/811A) significantly blunted but did not completely abrogate the enhanced cell proliferation upon CCD (S7 Fig). We speculate that RB-like protein 1 (RBL1, p107), which has structural and functional similarities to RB and is regulated by cyclin D–CDK4/6 to de-repress E2F activity during G1/S cell cycle progression [79], could contribute to enhanced cell proliferation upon chronic circadian disturbance.

Emerging cancer therapeutic efforts target G1/S cell cycle progression, with a focus on the development of selective CDK 4/6 inhibitors [46]. For instance, palbociclib (PD0332991, Ibrance; Pfizer) is a potent oral inhibitor of CDK4/6 initially approved by the United States Food and Drug Administration (FDA) for the treatment of metastatic breast cancer in combination with endocrine therapy [80,81]. Numerous preclinical and clinical studies show that palbociclib has antiproliferative activity in several types of RB-positive tumors, and it is becoming more widely used to treat multiple cancers [47,82]. Despite the growing clinical use of palbociclib and other CDK4/6 inhibitors such as abemaciclib (Lilly) and ribociclib (Novartis), these drugs are typically prescribed without any time-of-day indications. Our in vitro and in vivo chronopharmacological studies demonstrate that the cyclin D1-CDK4/6–RB pathway is a target for chronotherapy, likely because of circadian regulation of the G1/S phase. This pathway could even be a circadian marker for cancer therapy targeting the G1/S phase (Figs 5 and 6).

Pharmacodynamic variability among cancer patients remains a daunting challenge in cancer drug therapy [83]. Our findings strongly suggest that environmental or physiological perturbation of circadian rhythms such as shift work, abnormal sleep timing, or irregular psychosociological stresses can underlie interindividual variability in both cancer growth and response to cancer drugs. Circadian disruption may also be relevant for the chronic sleep loss and depression suffered by many cancer patients following diagnosis and treatment [84]. Given this, it is reasonable to expect that resetting of the body clock by scheduled light exposure, mealtimes, or exercise, alongside a carefully timed chemotherapy regimen, would improve antitumor treatment. Taken together, our study provides a mechanism for tumor susceptibility conferred by circadian dysregulation and highlights the importance of judicious application of cancer chronotherapy.

## Materials and methods

### Ethics statement

All live animal experiments were performed according to protocols (806387) approved by Institutional Animal Care and Use Committee of the University of Pennsylvania in accordance with guidelines set by the NIH.

### Cell culture and reagents

U2OS, HEK293T, or C33A cells purchased from ATCC were cultured in Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% FBS and 1% penicillin-streptomycin (15140122, Thermo Fisher Scientific, Waltham, MA) at 37 °C under 5% CO_2_. The cells were transfected with siRNAs using Lipofectamine RNAi tranfection reagent (13778075, Thermo Fisher Scientific, Waltham, MA) and DNA plasmids using transfection reagents (E2311, Promega, Madison, WI).

### Plasmids

The plasmids encoding wild-type RB, non-phosphorylatable RB with 15 putative CDK sites converted to Ala residues (RB-ΔCDK), and single CDK site monophosphorylatable RB proteins (RB-ΔCDK+S612, RB-ΔCDK+S780, RB-ΔCDK+S807, RB-ΔCDK+S811) were purchased from Addgene (Cambridge, MA), and were designated as follows: pCMV-HA-hRB-WT (58905), pCMV-HA-hRB-ΔCDK (58906), pCMV-HA-hRB-ΔCDK+S811 (58919), pCMV-HA-hRB-ΔCDK+S807 (58918), pCMV-HA-hRB-ΔCDK+S780 (58915), and pCMV-HA-hRB-ΔCDK+S612 (58914). The other set of plasmids encoding wild-type RB and alanine mutants S807A and S811A of RB (RB-S807A and RB-S811A) were kindly provided by Dr. Nancy A. Krucher at the Department of Biology and Health Science, Pace University. For cyclin D1 promoter analysis, a −1748 human cyclin D1 promoter pGL3 basic (32726) and a −962 human cyclin D1 promoter pGL3 basic (32727) were purchased from Addgene. For luciferase assays, pCMV Sport6 plasmids encoding full-length cDNAs of CLOCK, BMAL1, and CRY1 were obtained from the Mammalian Gene Collection (MGC, Thermo Fisher Scientific, Waltham, MA).

### Bioluminescence recording and data analysis

A total of 1.5 × 10^5^ p*Per2* reporter U2OS cells were seeded per 35-mm dish. After the chronic 100 nM dex (D2915, Sigma, St. Louis, MO) or forskolin (S2449, Selleckchem, Houston, TX) synchronization schedule, as depicted in Fig 1A, the cells were treated with dex every seventh morning, delivered in the medium mentioned above. Real-time bioluminescence of the control and jet-lag cells was monitored using a LumiCycle luminometer (Actimetrics, Wilmette, IL), as previously described [21], and period and amplitude of the luminescence data were determined through the LumiCycle software program (Actimetrics, Wilmette, IL).

### Luciferase assay

HEK293T cells transfected with plasmids encoding proteins as indicated in the figures were assayed for luciferase reporter activity using the luciferin reagent (E2920, Promega, Madison, WI) 24 hours post-transfection according to the manufacturer's protocol.

### Immunoblotting

Immunoblot analysis for U2OS cells was performed as described [85] using the following antibodies: anti-BMAL1 (14020, Cell Signaling, Danvers, MA), CRY1 (A302-614A, Bethyl Laboratories, Montgomery, TX), anti-CRY2 (13997-1-AP, Proteintech, Chicago, IL), anti-RB (9309, Cell Signaling, Danvers, MA), anti-pRB-S807/811(8516, Cell Signaling, Danvers, MA), anti-pRB-S795 (9301, Cell Signaling, Danvers, MA), anti-pRB-S780 (8180, Cell Signaling, Danvers, MA), anti-pRB-S612 (AP3236a, Abgent, San Diego, CA), anti-CCNB1 (#4138, Cell Signaling, Danvers, MA), anti-cyclin D1 (ab134175, Abcam, Cambridge, MA), anti-CDK4 (12790, Cell Signaling, Danvers, MA), anti-CDK6 (14052-1-AP, Proteintech, Chicago, IL). For liver tissue extracts, anti-CDK4 (ab137675, Abcam, Cambridge, MA), anti-RB (ab24, Abcam, Cambridge, MA), and anti-pRB-S807/811 (ABC132, MilliporeSigma, Burlington, MA) were used. Anti-GAPDH (sc25778, Santa Cruz Biotech, Dallas, TX) was used as loading control antibody for both U2OS cell and liver tissue extracts.

### Cell-based assays of proliferation, apoptosis, oxidative stress, metabolism, and proteolysis

Twenty-four hours after the final dex stimulation, as per the experimental schedule depicted in Fig 1A, control and jet-lag cells were harvested and subjected to a cell viability assay with 0.4% tryptopan blue (15250061, Thermo Fisher Scientific, Waltham, MA) to determine cell numbers according to the manufacturer’s protocol. Similarly, after 5 × 10^3^ U2OS cells were seeded per well in 96-well plates, cell viability in control or jet-lag cells following the dex (100 nM) or forskolin (100 nM) synchronization schedule was determined colorimetrically by MTT [3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl-2H-tetrazolium bromide] using the MTT cell Proliferation assay per the kit protocol (V13154, Thermo Fisher Scientific, Waltham, MA) or alamar blue cell viability reagent (DAL1025, Thermo Fisher Scientific, Waltham, MA). Briefly, prior to addition of the MTT reagent, microplates were subject to the removal of media by decantation followed by the addition of 100 μL of fresh media and 10 μL of freshly prepared MTT reagent. The plates were incubated at 37 °C for 4 hours prior to the addition of 100 μL freshly prepared SDS-HCl solution, followed by mixing with a pipettor. The plates were incubated overnight at 37 °C and absorbance read at 570 nm on the Epoch Microplate Spectrophotometer. The same experimental procedures were performed for cell viability analysis of U2OS cells transfected with plasmids encoding RB and various phosphor-RB mutants, as described above.

To determine S-phase distribution, after 2.5 × 10^4^ U2OS cells were seeded per well of 24-well plates, control and jet-lag cells following the dex (100 nM) synchronization schedule were labeled with 10 μM BrdU (ab142567, Abcam, Cambridge, MA) for 6 hours. Cells were fixed in 4% paraformaldehyde (PFA) (in PBS) for 15 minutes at room temperature, washed three times, and incubated with 0.5% Triton X-100 permeabilization buffer for 20 minutes. The fixed cells were incubated with 1N HCl for 10 minutes on ice, 2N HCL for 20 minutes at room temperature to denature, and neutralized with 0.1 M sodium borate (pH 8.5) for 2 minutes. The cells were incubated with anti-BrdU antibody (ab6326, Abcam, Cambridge, MA) overnight and stained by an Alexa Fluor 568–conjugated secondary antibody (A-11077, Thermo Fisher Scientific, Waltham, MA). The cells were imaged with a fluorescence microscope using TRITC (excitation [Ex.] = 579 nm and emission [Em.] = 604 nm) and DAPI (Ex. = 370 nm and Em. = 460 nm) filter sets with the same light exposure time. Proliferating cells represented by Alexa Fluor 568–stained nuclei were counted as a percentage of all nuclei over 10 microscopic fields.

For measurement of cellular death rate, after 1.5 × 10^5^ U2OS cells were plated per 35-mm dish and exposed to the dex (100 nM) synchronization schedule, control and jet-lag cells were harvested for apoptosis analysis performed according to the Annexin V-FITC Early Apoptosis Detection Kit protocol (6592, Cell Signaling, Danvers, MA). Fluorescence was analyzed using a FACS Calibur (BD Biosciences, San Jose, CA) and FlowJo software (FlowJo, LLC, Ashland, OR).

For measurement of H2O2 level, GSH/GSSG ratio, NADP/NADPH ratio, and protease activity in the control and jet-lag cells seeded in a 96-well plate, luminescence-based assays were performed using H2O2 assay kit (G8820, Promega, Madison, WI), NADP/NADPH assay kit (G9081, Promega, Madison, WI), GSH-Glutathione assay kit (V6911, Promega, Madison, WI), and Proteasome-Chymotrypsin-Like Cell-based assay kit (G8660, Promega, Madison, WI) according to manufacturer's protocols.

### FUCCI cell cycle analysis

At the final dex-containing media change during the chronic desynchronization schedule after 2.5 × 10^4^ U2OS cells were seeded per well of 24-well plates, the control and jet-lag cells were transduced with baculovirus-expressing FUCCI cell cycle sensors (Cdt1-RFP, Geminin-GFP) provided by a FUCCI cell cycle sensor kit (P36237, Thermo Fisher Scientific, Waltham, MA) for 48 hours and were fixed in 4% PFA in PBS for microscopic analysis. They were imaged with a fluorescence microscope using GFP (Ex. = 492 nm and Em. = 514 nm), RFP (Ex. = 579 nm and Em. = 604 nm), and DAPI (Ex. = 370 nm and Em. = 460 nm) filter sets with the same light exposure time. For quantification of the fraction of FUCCI cell cycle indicator–positive cells, the proportion of Geminin-GFP–or Cdt1-RFP–positive cells from the total number of Dapi-stained nuclei (>200) in the CTL or JL cells was averaged from four optical fields scanned with a 20× objective. The same experimental procedures were performed for cell cycle analysis of U2OS cells transfected with plasmids encoding RB and various phosphor-RB mutants, as described above.

### Transfection of siRNA

siRNAs targeting human BMAL1 (GS406), CRY1 (SI02757370), CRY2 (GS1408), cyclin D1 (SI02654540), CDK6 (SI00605052), and CDK4 (SI00299789) were purchased from Qiagen. Transfection of 100 pmol siRNAs per well in U2OS cells was conducted with Lipofectamine RNAi Transfection Reagent (13778075, Thermo Fisher Scientific, Waltham, MA) according to the manufacturer's instructions. Immunoblotting was performed 48 hours after transfection.

### Stable siRNA transgenic cell line generation

U2OS cells were stably transfected with lentiviral particles expressing scrambled GFP siRNA as a control (LVP015-G) or pooled human BMAL1 (ARNTL) siRNA (iV001368) purchased from Applied Biological Materials (Richmond, Canada). The cells were grown with the addition of selection marker (G418; Invitrogen) for 4 weeks. After selection, western blot and chronopharmacological experiments were performed as described.

### RNA extraction and library preparation

After the final dex stimulation in the experimental schedule depicted in Fig 1A, control and jet-lag cells were collected at every 6-hour point (24 hours, 30 hours, 36 hours, 42 hours, 48 hours) for 24 hours (black arrows in Fig 1A). Three replicate dishes of cells were collected at each time point and processed as separate samples. Total RNA was extracted from each sample using the RNA extraction kit (74134, Qiagen, Germantown, MD) according to the manufacturer’s protocol. RNA quality was assessed by Bioanalyzer, and samples with a high RNA integrity number (>8) were used for library construction. For each sample, Illumina sequencing libraries were prepared from 100 ng of total RNA using the TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA), according to the manufacturer’s protocol (TruSeq RNA Sample Preparation V2 Guide). Each library was prepared using a unique adapter bar code index to allow for multiplexing. All libraries were pooled together and sequenced across three lanes of an Illumina HiSeq 2000 Sequencer running in single-end mode (1 × 100 bp).

### RNA-Seq analysis

Raw RNA-Seq reads were mapped to the GRCh38 build of the human reference genome using STAR v2.5.3a [86], with the following command line arguments:—outSAMtype BAM Unsorted—outSAMunmapped Within KeepPairs—outFilterMismatchNmax 33—seedSearchStartLmax 33—alignSJoverhangMin 8. STAR was provided with gene models from the Ensembl v90 genome annotation [87]. Note that the three fastq files per library (one for each sequencing lane) were aligned separately. Following alignment, the three BAM files for each library were assigned read groups and merged together using the AddOrReplaceReadGroups and MergeSamFiles commands from Picard Tools v2.7.1 (http://broadinstitute.github.io/picard), respectively. For both commands, BAM files were maintained in unsorted order (i.e., sorted by read ID). The Pipeline of RNA-Seq Transformations (PORT) v0.8.4-beta (https://github.com/itmat/Normalization) was used to perform gene-level normalization and quantification of the aligned data. Raw fastq files and quantification tables are available from the Gene Expression Omnibus database (GSE119668).

To identify genes cycling with a 24-hour period, PORT-normalized gene counts from control and jet-lag samples were processed separately using the meta2d function of the *MetaCycle* R package v1.1 [26]. The meta2d function was run with the following arguments: adjustPhase = "predictedPer", combinePvalue = "fisher", weightedPerPha = FALSE, cycMethod = c("JTK", "LS"), minper = 24, maxper = 24. Genes with significant 24-hour rhythms in expression were identified using a meta2d combined false discovery rate (FDR) cutoff of 0.1. To identify genes with broad DE between the control and jet-lag conditions, PORT-normalized gene counts were analyzed using the *limma* R package v3.34 [88]. Differentially expressed genes (DEGs) were identified using a *limma* FDR cutoff of 0.4. This cutoff was selected to yield a sufficient number of DEGs for Ingenuity Pathway Analysis (IPA; Qiagen, https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/). For IPA core analysis, the entire set of input genes served as the background for the enrichment tests.

### Animal studies

C57BL/6J mice (Jackson Laboratory, Bar Harbor, ME) were housed (≤5/cage) under 12-hour light–12-hour dark conditions with food and water available ad libitum. Male mice (2–3 months old) were used in all experiments. After acclimation with standard lighting conditions of LD 12:12, with lights on from 5 AM (Zeitgeber time 0) to 5 PM (Zeitgeber time 12) for 2 weeks, the mice were injected with 1 × 10^6^ B16-10 cells subcutaneously along the right flank and separated into control and chronic jet-lag groups. For MCA-induced tumors, mice were injected subcutaneously along the right flank with 400 μg of 3-MCA in peanut oil (213942, Sigma, Louis, MO). After 30–60 days of the injection, the mice were separated into control and chronic jet-lag groups. The chronic jet-lag mice underwent repeated 8-hour advances of the light–dark cycle every 2 days for 11 days, while the control mice further remained in the LD 12:12 lighting regimen. Their locomotor activity was monitored as described [89]. Tumor growth was measured with a digital caliper three times per week. Tumor weight was computed as follows: (length × width^2^)/2. In all animal experiments, mice were euthanized when the tumor exceeded 20 mm in diameter (approximately a volume of 3,500 mm^3^). Tumor and liver tissues were collected at ZT3, ZT9, ZT15 to measure circadian changes of RB phosphorylation and expression of cell cycle proteins with western blot analysis, as described.

### In vitro and in vivo chronopharmacology

For pharmacological inhibition of CDK4/6 activity in U2OS cells, palbociclib hydrochloride (PD-0332991 HCL) (S1116, Selleckchem, Houston, TX) was used in various experimental settings as described (Fig 5). For in vivo animal studies, palbociclib was dissolved in 50 mmol/L sodium lactate, pH 4, and administered by oral gavage daily (120 mg/kg) at ZT3 and ZT15 after measurable tumors were formed following the chronic jet-lag schedule, as described [90]. For evaluation of antitumor activity of the drug, tumor growth was measured with a digital caliper daily during drug administration. Additional details for each experiment are given in the Fig 6 legend.

### Statistical analysis

All statistical tests used in this study were completed with Prism7 GraphPad Software. For making multiple comparisons, we used one-way or two-way ANOVA followed by Bonferroni, Sidak, and Tukey multiple comparisons tests. For comparing the average of two means, we used the Student *t* test (two-tailed paired or unpaired) to reject the null hypothesis (*p* < 0.05).

## Supporting information

S1 Fig Short-term circadian desynchrony delays and dampens cellular rhythms. (A) Schematic of the experimental schedule. U2OS cells stably expressing *Per2* promoter-driven destabilized luciferase (*pPer2-dLuc*) were treated with media containing 100 nM dex every 24 hours for control (Control; CTL) or repeated 8-hour advances of the daily cycle every 2 days for jet lag (Jet lag; JL) for 6 days, as indicated by yellow arrows. After the CTL and JL schedule, the reporter cells were subjected to real-time recording of bioluminescence activity as indicated by red arrows. (B) Bioluminescence recordings of dex-synchronized cells with CTL or JL schedule described in (A). The data are plotted as results of three cultured dishes for each of the CTL and JL conditions (CTL, black; JL, brown). Red arrow indicates the start of the bioluminescence measurement for CTL and JL cells following the final dex treatment. The yellow arrows indicate the dex stimulations every week (1 week, 2 weeks, 3 weeks, 4 weeks) for a month. (C) The bioluminescence recording data in (B) were detrended by a 24-hour moving average subtraction. (D and E) Period (D) and amplitude (E) analysis of circadian bioluminescence data of CTL (grey circle) and JL (brown circle) cells in (B) and (C) for the first week (1 week). The data presented are the means ± SEM; *n* = 3 (*p < 0.05, by two-tailed Student *t* test). (F) The estimated time lags for the onset of the first peak of rhythms (phase) in CTL (grey circle) and JL (brown circle) samples in the first week after the dex-synchronization schedule. The data presented are the means ± SEM; *n* = 3 (***p < 0.0001, by two-tailed Student *t* test). Representative data from *n* = 3 independent experiments are shown. Underlying data are provided in S3 Data. CTL, control; dex, dexamethasone; JL, jet lag; n.s., not significant; *Per2*, *Period2* U2OS, human U2 osteosarcoma.
(TIF) Click here for additional data file.

S2 Fig Effect of CCD on different physiological parameters in U2OS cells. (A to E) Twenty-four hours after the final dex stimulation, as per the experimental schedule depicted in Fig 1A, control (CTL: grey) and jet lag (JL: brown) cells were harvested and subjected to luminescence-based assays for measurement of H2O2 levels (A), GSH/GSSG ratio (B), NADP/NADPH ratio (C), and proteasome activity (D) or Annexin V-FITC early apoptosis assay, followed by flow cytometric analysis (E) according to the manufacturer's protocols. The data presented (A to D) are the means ± SD; *n* = 3 in all groups. Underlying data are provided in S3 Data. CCD, chronic circadian desynchrony; CTL, control; dex, dexamethasone; FITC, fluorescein isothiocyanate; GSH/GSSG, glutathione/glutathione disulfide; JL, jet lag; U2OS, human U2 osteosarcoma.
(TIF) Click here for additional data file.

S3 Fig Effect of CCD induced by forskolin on cellular rhythms and proliferation. (A) Bioluminescence recordings of 100 nM forskolin (Fsk)-synchronized cells with a control (CTL) or jet lag (JL) schedule as described in Fig 1 A. The data are plotted as results of three cultured dishes for each of the CTL and JL conditions (CTL-Fsk, black; JL-Fsk, brown). (B) The bioluminescence recording data in (A) were detrended by a 24-hour moving average subtraction. Period (C) and amplitude (D) analysis of circadian bioluminescence data of CTL (grey circles) and JL (brown circles) cells in (A) and (B). The data presented are the means ± SEM, *n* = 3 (*p < 0.05, by two-tailed Student *t* test). (E) The estimated time lags for the onset of the first peak of rhythms (phase) in CTL (grey circles) and JL (brown circles) samples following a Fsk-synchronization schedule. The data presented are the means ± SEM; *n* = 3 (**p < 0.01, by two-tailed Student *t* test). (F) Twenty-four hours after the final Fsk stimulation, as per the experimental schedule depicted in Fig 1A, CTL (grey circles) and JL (brown circles) were harvested and subjected to the alamar blue cell viability assay to determine cell proliferation. *p < 0.05, two-tailed Student *t* test. Data are presented as mean ± SD; *n* = 12 samples. Raw data are provided in S3 Data. CCD, chronic circadian desynchrony; Fsk, forskolin; n.s., not significant.
(TIF) Click here for additional data file.

S4 Fig Effect of CCD on the expression of cell cycle genes. (A) Heat map displaying expression patterns of well-characterized cell cycle genes in control and jet lag cells. Genes are grouped by their associated cell cycle phases (G1/S, S, G2, G2/M). Color is scaled by calculating z-scores from normalized RNA-seq read counts within each row. (B, C, D) RNA-seq expression traces from control (CTL; black) and jet lag (JL; brown) samples for representative genes specific to (B) G1/S and (C) G2/M phases of the cell cycle, and (D) cyclin-dependent kinase inhibitor genes (CDKIs). See S9 Table. CCD, chronic circadian desynchrony; CDKI, cyclin-dependent kinase inhibitor gene; CTL, control; JL, jet lag; RNA-Seq, RNA sequencing.
(TIF) Click here for additional data file.

S5 Fig CCD increases RB phosphorylation at sites targeted by cyclin-dependent kinases. (A) Schematic representation of CDK phosphorylation sites in human RB. Position of the consensus Cdk phosphorylation sites in relation to the RB protein is indicated. The A and B domains of the small pocket and large pocket and the carboxyl terminus are indicated. (B) Schematic representation of the cyclin D1-CDK4/6 and/or cyclin E-CDK2 phosphorylation sites in RB required for G0/G1/S phase transition. Complexes involved in this transition are also indicated. Phosphorylation sites (pRB-S807/811, pRB-S795, pRB-S780, and pRB-S612) assayed in subsequent western blot analysis of RB phosphorylation status are highlighted in bold. (C) Western blot (WB) analysis of total RB or phospho-RB proteins (pRB-S807/811, pRB-S795, pRB-S780, pRB-S612), with specific antibodies as indicated in control (CTL) and jet lag (JL) cells 24 hours after the final dex stimulation, as per the experimental schedule depicted in Fig 1A. Anti-GAPDH (αGAPDH) was used for loading control. (D) Statistical analysis of WB data in (C) showing the total or phosphorylated RB proteins at multiple sites as indicated (*p < 0.05, **p < 0.01, ***p < 0.001 by two-way ANOVA and Bonferroni multiple comparisons test). Data normalized are represented as mean ± SD from *n* = 3 independent experiments. CTL (grey bar); JL (brown bar). (E) Comparison of *RB1* expression profiles in CTL (grey bar) and JL (brown bar) cells from RNA sequencing data. n.s., *p* > 0.05. Data normalized are shown with means ± SD; *n* = 3. Underlying data are provided in S3 Data. CCD, chronic circadian desynchrony; CDK, cyclin dependent kinase; CTL, control; dex, dexamethasone; JL, jet lag; n.s., not significant; P, phosphorylation; pRB, phospho-RB protein; RB, retinoblastoma; WB, western blot.
(TIF) Click here for additional data file.

S6 Fig RB phosphorylation at S807/811 promotes G1/S phase progression and cell proliferation in U2OS cells. (A) Forty-eight hours after transfection of the control (Sport6-CTL), the intact RB (RB-WT), ΔCdk RB (RB-ΔCDK), and RB-single-Cdk site constructs in U2OS cells, the cells were transduced with baculovirus-expressing FUCCI cell cycle sensors (Cdt1-RFP for G1/S, Geminin-GFP for G2/M) for 48 hours and were fixed for microscopic analysis. Numbering indicates single Cdk site location on RB. Representative images were captured by fluorescence imaging microscopy using specific filter sets for FITC (grey green; Geminin-GFP), TRITC (red; Cdt-RFP), and DAPI (blue; nuclei). (B) Immunoblot of the intact RB (RB-WT), ΔCdk RB (RB-ΔCDK), and RB-single-Cdk site proteins expressed in U2OS cells using the antibodies indicated. GAPDH (αGAPDH) is loading control. (C) Quantification of the fraction of FUCCI cell cycle indicator–positive cells in the image data shown in (A). Proportion of Geminin-GFP (grey green bar)–or Cdt1-RFP (red bar)–positive cells from the total number of Dapi-stained nuclei (>250) in each of the image panels indicated were averaged from four optical fields scanned with a 20× objective. *p < 0.05, ***p < 0.001 (two-way ANOVA and Tukey multiple comparison test). Data were normalized and represented as mean ± SD; *n* = 4. The result is representative of three independent experiments. (D) Forty-eight hours after transfection of control (Sport6-CTL), intact RB (RB-WT), ΔCdk RB (RB-ΔCDK), and RB-single-Cdk site constructs as indicated in U2OS cells, the cells were incubated in the changed media for 48 hours followed by MTT assay for evaluation of cell proliferation. **p < 0.005, ***p < 0.0001, two-tailed *t* test. Data were normalized and represented as mean ± SD; *n* = 3. The result is representative of three independent experiments. Underlying data are provided in S3 Data. Cdk, cyclin-dependent kinase; Cdt1-RFP, chromatin licensing and DNA replication factor 1 tagged with red fluorescent protein; FITC, fluorescein isothiocyanate; FUCCI, fluorescence ubiquitination-based cell-cycle indicator; GFP, green fluorescent protein; MTT, thiazolyl blue tetrazolium bromide; n.s., not significant; RB, retinoblastoma; RB-ΔCDK, non-phosphorylatable RB with 15 putative CDK sites converted to Ala residues; RB-WT, intact RB; Sport6-CTL, cytomegalovirus promoter driven Sport6 (pCMV-Sport6) control vector; TRITC, tetramethylrhodamine; U2OS, human U2 osteosarcoma.
(TIF) Click here for additional data file.

S7 Fig RB phosphorylation at S807/811 mediates enhanced cell proliferation upon circadian desynchronization in C33A cells. (A) Schematic of the experimental schedule. Forty-eight hours after transfection of plasmids expressing control (CTL), wild-type RB (RB-WT), or alanine mutants S807A and S811A of RB (RB-S807A, RB-S811A) in C33A cells, the cells were treated with media containing 100 nM dex every 24 hours for control (CTL) or repeated 8-hour advances of the daily cycle every 2 days for jet-lag (JL), for 6 days, as indicated by yellow arrows. (B) Immunoblot of RB-WT or alanine mutants S807A and S811A of RB (RB-S807A, RB-S811A) expressed in C33A cells using the antibodies indicated. Actin (αActin) is loading control. Note that the RB-807/811 antibody only recognizes the phosphor-807 site. (C) Alamar blue cell viability measurements of CTL and JL cells after the circadian desynchronization schedule are as indicated with red arrows in (A). *p < 0.05, ***p < 0.001; two-way ANOVA and Tukey multiple comparisons test. Data are shown as means ± SD; *n* = 12 per group. Raw data are provided in S3 Data. CTL, control; JL, jet lag; RB, retinoblastoma; RB-WT, wild-type RB.
(TIF) Click here for additional data file.

S8 Fig Circadian desynchrony activates multiple signaling pathways that drive cyclin D1–mediated cell cycle progression. (A) Comparison of *cyclin D1*, *RB1*, *CDK4*, and *CDK6* mRNA expression profiles from RNA sequencing data in control (CTL; grey circle) and jet lag (JL; brown circle) cells collected every 6 hours, as indicated, for 24 hours following the chronic desynchronization schedule depicted in Fig 1A. *p < 0.05, **p < 0.005; two-way ANOVA with Bonferroni multiple comparisons test. Data are shown with the means ± SEM; *n* = 3 in all time points. (B-F) Log_2_ fold-change values for gene expression of key activators, mediators, or repressors of (B) Wnt, (C) ERK/MAPK, (D) PI3K/AKT, (E) Hippo, (F) GPCR signaling pathways. Fold-change values calculated using RNA sequencing data from CTL and JL cells. Schematics for cellular pathways known to regulate cyclin D1 (CCND1) or pathway target gene (PTG) expression for G0/G1/S phase cell cycle progression are included as panel insets. Colors of bars in fold-change graphs correspond to associated components in the pathway diagrams. See S10, S11, S12, S13 and S14 Tables. CCND1, cyclin D1; CTL, control; dex, dexamethasone; ERK/MAPK, extracellular signal-regulated kinase/mitogen activated protein kinase; GPCR, G protein-coupled receptor; Hippo, hippo signaling pathway; JL, jet lag; PI3K/AKT, phosphatidylinositol 3-kinase/alpha serine/threonine-protein kinase; PTG, pathway target gene; RB, retinoblastoma; RB-WT, wild-type RB; Wnt, wingless/Integrated.
(TIF) Click here for additional data file.

S9 Fig A CDK4/6 inhibitor (PD-0332991) has time-of-day–specific effects on cell proliferation without substantially affecting the circadian clock. (A) Schematic of the experimental schedule to determine time dependence of the antiproliferative effect of PD-0332991 on U2OS cells. (B) After 24 hours of dex (100 nM, yellow bolt) synchronization, the cells were treated with vehicle or PD-033291 (0.01–5 μM, red bolt) at 6-hour intervals over the course of 24 hours and subjected to an MTT cell proliferation assay 72 hours later (see indicated time points). Drug doses used are indicated with graded colors. *p < 0.001, ***p < 0.0001; two-way ANOVA and Tukey multiple comparisons test. The data presented are the means ± SD; *n* = 3 in all groups. (C) Bioluminescence recordings of the *Per2* promoter (pPer2-dsLuc) luciferase rhythm after treatment of U2OS cells with 100 nM dex plus different doses of PD-0332991, as indicated with graded colors (0.01–5 uM). The data were plotted from the results of three cultured dishes for each of the drug doses. (D) Detrended data of (C) with a 24-hour moving average subtraction. (E and F) Period (E) and amplitude (F) analysis of the circadian bioluminescence data. Drug doses used are indicated with graded colors. ***p < 0.0001, one-way ANOVA and Dunnett multiple comparison test. The data presented are the means ± SD; *n* = 3 in all groups. Underlying data are provided in S3 Data. CDK, cyclin dependent kinase; dex, dexamethasone; MTT, thiazolyl blue tetrazolium bromide; n.s., not significant; *Per2*, *Period2*; U2OS, human U2 osteosarcoma.
(TIF) Click here for additional data file.

S10 Fig Chronic jet lag alters growth rate of a melanoma tumor and time-dependent anticancer activity of PD-0332991 in mice. (A) The experimental schedule for chronic jet lag and palbociclib (PD-0332991) drug treatment. The red arrow indicates subcutaneous injection of B16 mouse melanoma cells (1 × 10^6^). Black arrowheads denote times of tumor measurement. Orange and green arrows indicate oral drug administration of mice at ZT3 and ZT15. Treatment started on day 11 after tumor inoculation. (B) Representative activity records of running wheel activity in Control and Jet-lag mice. The red arrow indicates B16 melanoma injection. (C) Plots depicting tumor growth in Control (grey square, *n* = 15) and Jet-lag (brown square, *n* = 14) mice during chronic jet lag. Red arrow indicates B16 melanoma injection. (D) Quantification of melanoma tumor growth rate calculated from linear regression by fitting a linear equation to observed data in Control (*n* = 3; grey square) and Jet-lag (*n* = 4; brown square) mice of (C). *p < 0.05, two-tailed and paired Student *t* test. Data normalized were shown with mean ± SEM. (E and F) Time-dependent effects of palbociclib on melanoma tumor growth in Control (E) or Jet-lag (F) mice. Tumor growth changed as a function of palbociclib administration time; untreated (black circle), treated at ZT3 (orange square), treated at ZT15 (green triangle). *n* indicates number of mice analyzed. Data normalized were shown with mean ± SEM; *n* = 3–4 per group. The result is representative of two independent experiments. (G and H) Quantification of melanoma tumor growth rate calculated from linear regression by fitting a linear equation to observed data in Control (G) or Jet-lag mice (H) under the different drug treatment conditions; untreated (black circle), treated at ZT3 (orange square), or treated at ZT15 (green triangle). *n* = 3–4 mice were analyzed per group. **p < 0.001, one-way ANOVA and Tukey multiple comparison test. Data were shown with mean ± SEM. Underlying data are provided in S3 Data. n.s., not significant; ZT, zeitgeber time.
(TIF) Click here for additional data file.

S1 Table Top cyclers from meta2d analysis of control samples. (XLSX) Click here for additional data file.

S2 Table Meta2d results from jet-lag samples for genes in S1 Table. (XLSX) Click here for additional data file.

S3 Table Top eight genes from limma-voom DE analysis of all control samples versus jet-lag samples. DE, differential expression.
(XLSX) Click here for additional data file.

S4 Table Fold-change analysis of gene expression of oncogenes and tumor suppressor genes based on time course RNA-Seq data of control and jet lag cells. RNA-Seq, RNA sequencing.
(XLSX) Click here for additional data file.

S5 Table Fold-change analysis of gene expression of RAS genes based on time course RNA-Seq data of control and jet lag cells. RAS, retinoic acid syndrome; RNA-Seq, RNA sequencing.
(XLSX) Click here for additional data file.

S6 Table Fold-change analysis of gene expression of EGF-EGFR genes based on time course RNA-Seq data of control and jet lag cells. EGF-EGFR, epidermal growth factor-epidermal growth factor receptor; RNA-Seq, RNA sequencing.
(XLSX) Click here for additional data file.

S7 Table Fold-change analysis of gene expression FGF-FGFR genes based on time course RNA-Seq data of control and jet lag cells. FGF-FGFR, fibroblast growth factor-fibroblast growth factor receptor; RNA-Seq, RNA sequencing.
(XLSX) Click here for additional data file.

S8 Table Fold-change analysis of gene expression of VEGF-VEGFR genes based on time course RNA-Seq data of control and jet lag cells. RNA-Seq, RNA sequencing; VEGF-VEGFR, vascular endothelial growth factor-vascular endothelial growth factor receptor.
(XLSX) Click here for additional data file.

S9 Table Fold-change analysis of gene expression of cell cycle genes based on time course RNA-Seq data of control and jet lag cells. RNA-Seq, RNA sequencing.
(XLSX) Click here for additional data file.

S10 Table Fold-change analysis of gene expression of Wnt pathway genes based on time-course RNA-Seq data of control and jet lag cells. RNA-Seq, RNA sequencing; Wnt, wingless/integrated.
(XLSX) Click here for additional data file.

S11 Table Fold-change analysis of gene expression of ERK/MAP kinase pathway genes based on time course RNA-Seq data of control and jet lag cells. ERK/MAP, extracellular signal-regulated kinase-mitogen activated protein kinase; RNA-Seq, RNA sequencing.
(XLSX) Click here for additional data file.

S12 Table Fold-change analysis of gene expression of PI3K-AKT pathway genes based on time course RNA-Seq data of control and jet lag cells. PI3K-AKT, phosphatidylinositol 3-kinase/alpha serine/threonine-protein kinase; RNA-Seq, RNA sequencing.
(XLSX) Click here for additional data file.

S13 Table Fold-change analysis of gene expression of HIPPO pathway genes based on time course RNA-Seq data of control and jet lag cells. HIPPO, hippo signaling pathway; RNA-Seq, RNA sequencing.
(XLSX) Click here for additional data file.

S14 Table Fold-change analysis of gene expression of GPCR genes based on time course RNA-Seq data of control and jet lag cells. GPCR, G protein-coupled receptor; RNA-Seq, RNA sequencing.
(XLSX) Click here for additional data file.

S15 Table Fold-change analysis of gene expression of transcriptional regulators of cyclin D1 promoter elements based on time course RNA-Seq data of control and jet lag cells. RNA-Seq, RNA sequencing.
(XLSX) Click here for additional data file.

S1 Data Time course RNA-Seq data of control and jet lag cells. RNA-Seq, RNA sequencing.
(XLSX) Click here for additional data file.

S2 Data Results from limma-voom DE analysis of all control versus jet lag samples. DE, differential expression.
(XLSX) Click here for additional data file.

S3 Data Excel spreadsheet containing, in separate sheets, the underlying numerical data and data analysis for figure panels. (XLSX) Click here for additional data file.

## Abbreviations

AKT: alpha serine/threonine-protein kinase serine/threonine kinase
ANXA1: annexin A1
AP-1: activator protein 1
BAX, B: cell lymphoma 2-associated X
BMAL1: brain and muscle arnt-like protein-1
BRCA1: breast cancer type 1 susceptibility protein
CCD: chronic circadian desynchrony
CCNB1: cyclin B1
CCND1: cyclin D1
CCND3: cyclin D3
CD36: cluster of differentiation 36
CDK: cyclin dependent kinase
Cdt1: chromatin licensing and DNA replication factor 1
CLOCK: circadian locomoter output cycles protein kaput
Cry: Cryptochrome
CTL: control
DE: differential expression
DEG: differentially expressed gene
dex: dexamethasone
DHX58: DEXH (Asp-Glu-X-His) box polypeptide 58
DMEM: Dulbecco's Modified Eagle Medium
E2F: E2 transcription factor
EGF: epidermal growth factor
EGFR: epidermal growth factor receptor
Em.: emission
ERBB2: erbb2 receptor tyrosine kinase 2
ERK: extracellular signal-regulated kinase
Ex.: excitation
EXOC3L2: exocyst complex component 3-like protein 2
FDA: United States Food and Drug Administration
FDR: false discovery rate
FGF: fibroblast growth factor
FGFR: fibroblast growth factor receptor
FITC: fluorescein isothiocyanate
FUCCI: fluorescence ubiquitination-based cell-cycle indicator
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
GC: glucocorticoid
GPCR: G protein-coupled receptor
GSH: glutathione
GSSG: glutathione disulfide
HIPPO: hippo signaling pathway
HMGA1: high mobility group AT-hook 1
IPA: Ingenuity Pathway Analysis
JAG2: jagged 2
JL: jet lag
JUN: jun oncogene
JUND: Jun proto-oncogene related gene d
MAFA: musculoaponeurotic fibrosarcoma oncogene A
MAFB: musculoaponeurotic fibrosarcoma oncogene B
MAPK: mitogen activated protein kinase
MCA: methylcholanthrene
mTOR: mammalian target of rapamycin
MTT: thiazolyl blue tetrazolium bromide
Myc: myelocytomatosis oncogene cellular homolog
NF1: neurofibromin 1
NFKB: nuclear factor kappa B
NOTCH: notch signaling pathway
NPAS2: neuronal PAS domain protein 2
PCSK1N: proprotein convertase subtilisin/kexin type 1 inhibitor
*Per*: *Period*
*Per2*: *Period2*
PFA: paraformaldehyde
PI3K: phosphatidylinositol 3-kinase/alpha serine/threonine-protein kinase
PORT: Pipeline of RNA-Seq Transformations
RAS: retinoic acid syndrome
RB: retinoblastoma
RBL1: RB-like protein 1
RNA-Seq: RNA sequencing
SCN: suprachiasmatic nucleus
SH3D21: SRC homology domain-containing protein 21
si-BMAL1: siRNA targeting BMAL1
si-CTL: control siRNA
TRITC: tetramethylrhodamine
U2OS: human U2 osteosarcoma
VEGF: vascular endothelial growth factor
VEGFR: vascular endothelial growth factor
WB: western blot
Wee1: Wee1 G2 checkpoint kinase
Wnt: wingless/integrated
ZT: zeitgeber time

How the deposited data were processed for this re-analysis (not part of the article)

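RNA from 30 dishes of U2OS cells was measured, 15 from CTL cells and 15 from JL cells, with 3 dishes at each of 5 time points, and each sample was assigned to its schedule, time point and dish number from its label. The values deposited by the authors are counts per gene, which they made by aligning the reads with STAR v2.5.3a and by normalizing and counting them with PORT v0.8.4-beta. They are whole numbers for 36550 genes, with similar totals in all libraries, and they were used as counts without further normalization except for the library total. PCR duplicates were not separated from independent molecules in such counts, so that floors cover counting error only, and a count of 0 in a library allows up to 3 counts. The reads themselves, and the sequencing depth before the authors' normalization, were not used here. Identifiers of 36120 genes (98.8%) were found in GENCODE v44 for GRCh38, which gave positions, strands, lengths and GC content.

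Groups were compared with limma 3.58.1 in R 4.3.3, using voom weights, the schedule as the only term and no filter on low counts, at the paper's threshold of an adjusted p under 0.4, with edgeR 4.0.16 and DESeq2 1.42.0 as alternatives. The log2 scale used a pseudocount of 0.5. Rhythms were tested with a new implementation of meta2d in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3), with JTK and Lomb-Scargle at a period of 24 h, Fisher's method and an adjusted p under 0.1, and its p-values differed from those of S1 Table by at most 3.7e-06 of their size. Amplitudes and peaks came from a cosine and sine of 24 h fitted to log2 counts with a pseudocount of 1, and the difference in rhythm from their interaction with the schedule in limma. Gene lists were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation as alternatives, and against 10000 random lists. Permutation tests used 100000 resamples, and comparisons of 3 dishes against 3 used all arrangements, which cannot give a two-sided p under 0.1. Relabelling within time points sets a difference against the scatter of dishes alone. A deviation shared by the 3 dishes of a group therefore counts as a difference in it. Figures were drawn with matplotlib 3.10.9.

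The genes given with their values were taken from every gene that the paper names from these data or prints in Figs 1G to 1I, 2E, 3J, 3K, 4C and S8A, the circadian clock genes, the 5 largest changes in each direction among genes with an adjusted p under 0.4, a mean of at least 10 counts and the same direction at all 5 time points, the 5 smallest p for rhythm in each schedule with a mean of at least 10 counts, and the 3 smallest p in each gene list. This rule, the tests, the lists and the alternatives were chosen before the data were examined. The exceptions are those said to be unplanned or to have been added after the values were seen. The lists were the 17 of the paper's S4 to S15 Tables, S-phase and G2/M marker lists and a list of glucocorticoid-induced genes. A list of interferon-stimulated genes was added after the values were seen. How the authors chose the genes of their lists is not stated, so that a choice made with these data at hand is not excluded. Camera gave p = 0.498 for the 39 S-phase markers, 0.0546 for the 49 G2/M markers and 0.126 for the 10 glucocorticoid-induced genes (n = 30 libraries). Within the second i5 index set these were 0.00927 and 0.106 for higher values of both marker lists in JL cells, and 0.137 for lower values of the glucocorticoid-induced genes. Adjusted over the list alone, 0, 0 and 1 of their genes had a p under 0.05.

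Alternatives covered the normalization (TMM, upper-quartile and quantile scaling, and corrections of each library for GC content or gene length), a minimum mean of 10 counts, the test, covariates for the time point, the dish number and the i5 index group, stricter thresholds, and the leaving out of dishes, libraries and time points. Corrections for GC content subtracted from each library a smooth trend of its log2 values with GC content. The i5 index group was read from the index sequences in the sample records, and the comparison within the group that holds both schedules is given beside the results for which it was computed. Dishes of one schedule and time point had a correlation of 0.0687 over all genes beyond the schedule, and among the 30 pairs of such dishes the chi-square for counting error per degree of freedom was 2.23 to 16.0 over 13140 genes, so that no library repeated another. The tests were tried on simulated data. With 200 changed genes among 36550, limma recovered 184 at an adjusted p under 0.4 with 157 other calls, and 174 at one under 0.1 with 31. Camera gave p under 0.05 for 7 of 200 random lists. The rhythm test recovered 177 of 200 rhythmic genes among 13140, with 9 other calls. The test for a difference in rhythm recovered 162 of 200 genes with 59 other calls, 49 of them on genes with a mean under 10 counts. The rhythms simulated for the rhythm test were larger than 0.86 on the log2 scale, the largest amplitude among the 44 transcripts in CTL cells. Those simulated for the difference in rhythm were larger than the median of these transcripts, 0.39. How many rhythms of the usual size in these data would be recovered was therefore not tested. Ingenuity Pathway Analysis, the immunoblots, the drug tests and the mouse experiments were outside these data and were left out.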

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

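The tests in this part were chosen only after the results were seen. The difference between the schedules depended on the time point for 3004 genes (interaction of the schedule with the time point as a factor in limma, adjusted p under 0.1), 1773 of them with a mean of at least 10 counts, and 1833 had an adjusted p under 0.05. The paper combines all time points in its comparison of the schedules, and this result stands out because the effect differs between time points. When the dishes of each time point were relabelled at random, 1 of 100 relabellings, the real one, gave as many genes. The test is not exact at low counts, since counts simulated with no change gave 365 to 541 genes (median 488), of which 14 to 29 had a mean of at least 10 counts. Counts simulated with no change but with the GC trend of each library gave a median of 952 genes, 336 with a mean of at least 10 counts, and after a GC correction of each library 1926 genes passed, 1349 of them the same, and 705 had a mean of at least 10 counts, so that the GC trend accounts for at most a part of the result. Without the CTL library at 30 h with the fewest detected genes there were 2803 genes, so that this library is not the whole cause. Without the 42 h time point there were 1042. That is also the most that the simulations with the GC trend gave. Those simulations included 42 h, so that whether 42 h is the whole cause is not decided. A technical deviation shared by the 3 dishes of a group, such as their handling, index set or time of harvest, stays open too. The GC slope of the libraries itself differed between the 10 groups by more than between dishes (permutation test, p = 3e-05). The index set alone does not explain these slopes. Within the first set their mean was -0.266 in CTL cells at 42 h and 0.0303 in CTL cells at 30 h. Each schedule and time point had 1 set of dishes. A deviation shared by its dishes therefore cannot be told apart from a biological difference that depends on the circadian time, which also remains possible.

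The 24-h rhythm differed between the schedules for 229 transcripts, 159 of them with a mean of at least 10 counts, which stands out for the same reason, and the paper compares the rhythms of the schedules without a test of their difference. As many were found in 3 of 100 relabellings of the dishes within time points, the real one included. When the schedules of whole groups were swapped within time points, 8 of the 16 swaps gave as many transcripts, and a deviation shared by the 3 dishes of a group would have this effect, so that a difference in rhythm and such deviations cannot be told apart with 1 set of dishes per time point. Counts simulated with no change but with the GC trend of each library gave a median of 48 transcripts, which is far fewer. Without the 42 h time point the number was 341, of which 59 were among the 229, and without the CTL library at 30 h with the fewest detected genes it was 186, so that this library alone did not give the result. The part of the libraries at 42 h stays open, because most of the transcripts found without them were others. Leaving out the dishes numbered 1, 2 or 3 left 9, 30 and 13, and the GC correction left 36. A loss of rhythm under JL is among the explanations that stay open.

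A list of interferon-stimulated genes, drawn up after IFIT3 and DHX58 were seen among the genes that rose, was higher in JL cells (24 of 30 genes up, 11 with an unadjusted p under 0.05 and 8 with an adjusted p under 0.4, camera p = 1.26e-06, n = 30 libraries), and it stands out as a signal in genes that the paper does not discuss as a group. The camera p was 0.000902 with fry and 0.00848 with an estimated correlation, and it was 0.00163 without 30 h and 0.00108 without the dishes numbered 2. IFIT3 had a log2 fold change of 0.44 (adjusted p = 0.203) and was followed by DHX58, ISG15 with 0.47, IFI6 with 0.49, RSAD2 with 0.59 and DDX60 with 0.27, genes chosen after their values were seen, while STAT2 and OAS1 had 0.07 and -0.04. The mean log2 level of its 24 genes with enough counts was 0.18 higher in JL cells, higher at 5 of 5 time points (permutation test within time points, p = 0.000250, and an exact test over the 126 divisions of the 10 groups, p = 0.0476). The rise was not due to the GC trend, since the camera p after the GC correction was 1.33e-08, nor to the 42 h time point, without which it was 3.83e-06. The mean level did not rest on IFIT3 or DHX58 either, since without them its exact p over the 10 groups was 0.0476. DHX58 had too few counts to be among its 24 genes, so that only IFIT3 was taken out. The camera p, which includes DHX58, is not covered by that test. The camera p was as small in 3 of 100 divisions of the 30 libraries and in 5 of 100 divisions of the 10 groups, the real one included, and the latter is a share at which chance is not excluded. Within the second i5 index set it was 0.652, with a lean the other way, and the set holds 1 group of CTL dishes, so that the index and the schedule cannot be told apart for this list. An interferon response to JL, or to handling that differed between the schedules, may therefore both explain it, and the result is a hypothesis.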

How the results depend on the processing

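Each alternative below changed 1 choice unless it names 2. Where a value is given for a result that changed its direction or its side of the threshold, the cause was not tested, except where fewer genes, libraries or time points entered the test by construction. The number of genes that differed between the schedules at an adjusted p under 0.4, 730, stayed within 1.5 times under 16 of 64 alternatives. By test, it was 4581 with edgeR and TMM scaling, 1711 with DESeq2 and 256 with limma-trend. By scaling, it was 424 with TMM, 2671 with the upper quartile and 239 with quantile normalization, and after corrections of each library it was 96 for GC content and 1100 for length. Among genes with a mean of at least 10 counts it was 2224. Covariates gave 1622 for the time point, 480 for the i5 index group, 609 for the dish number as a replicate block, 1500 for the replicate block and the time point together, and 142 for the replicate block with a GC content correction. With a correlation allowed among the 3 dishes of one schedule and time point it was 69, and with the mean of 3 dishes as 1 sample it was 0, with 1766 genes at an unadjusted p under 0.05. At single time points it was 477 at 24 h, 214 at 30 h, 1029 at 36 h, 4528 at 42 h and 267 at 48 h, and without each in turn it was 24, 4495, 64, 1 and 1751. Within the i5 index group that holds both schedules it was 1122. Stricter thresholds left 9 genes at an adjusted p under 0.1 and 0 at one under 0.05, with 3154 at an unadjusted p under 0.05, and leaving out RN7SL2, an alternative added after the values were seen, gave 603. Across the 3 fits that each left out one dish number it ran from 17 to 614, and across the fits that each left out one library from 131, without the first CTL dish at 42 h, to 1914, without the third CTL dish at 48 h.

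The number of cycling transcripts in CTL cells, 44, was 70 with JTK alone, 0 with Lomb-Scargle alone, 0 with tied ranks in JTK and 410 with a cosine regression. Where it was 0, there were 47 and 1900 transcripts at an unadjusted p under 0.05. The 0 of Lomb-Scargle alone was all but fixed in advance by the floor of its p. In the rest of this paragraph, each number without another name is that of cycling transcripts in CTL cells. It was 234 among genes with a mean of at least 10 counts, 23 after quantile normalization, 14 after the GC correction, 50 with TMM scaling and 167 with the replicate block. At an adjusted p under 0.05 it was 6, at an unadjusted p under 0.05 2012, with 352 in JL cells and 27 in both, and at an unadjusted p under 0.01 814, with 92 and 2. It was 0 in each of the 3 fits that left out one dish number, with 970 to 1276 transcripts at an unadjusted p under 0.05, and from 0 to 17 across the fits that left out one CTL library, 0 being the value without any 1 dish at 36 or 42 h or the first at 48 h. Within the 12 CTL libraries of the first i5 index set, an alternative added after the values were seen, it was 0, with 1467 transcripts at an unadjusted p under 0.05. The fits without one dish number hold fewer libraries, so that the floor of their p is higher and their counts of 0 do not decide how stable the rhythms are. The count of 0 cycling transcripts in JL cells was the same under every alternative with an adjusted p, though Lomb-Scargle alone could hardly give another value. The transcripts with a difference in rhythm, 229, numbered 592 among genes with a mean of at least 10 counts, 1291 with edgeR, 120 with the replicate block, 47 at an adjusted p under 0.05, 3004 with the time point as a factor, and 36 and 341 under alternatives added after the values were seen, a GC correction and leaving out 42 h. They ran from 9 to 30 across the fits without one dish number. Clock genes with an unadjusted p under 0.05 numbered 3 in CTL and 2 in JL cells with JTK alone, 1 and 1 with the replicate block, 0 and 1 with TMM scaling, and from 0 to 2 in both across the fits without one dish number.

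The counts for gene lists in this part are of the entries as printed in the paper, where the oncogenes, the Wnt and ERK/MAPK lists and the G2/M genes each hold 1 gene more than once. Among the 17 gene lists, the GPCR list kept its direction and its camera p under 0.05 in all 22 alternatives, and the EGF and Hippo lists in all but the comparison within the i5 index group. With TMM scaling, the genes at an unadjusted p under 0.05 numbered 2 for the tumor suppressor genes up and 7 for the tumor suppressor genes down, and the camera p was 0.0241 for the tumor suppressor genes, 0.0518 for the G1/S genes and 0.0256 for the S genes and, with the direction reversed, 0.618 for the G2/M genes. Under the same setting, the genes with a rise numbered 3 of the S genes, and the log2 fold change was -0.12 for RB1 and 0.16 for MYC. After quantile normalization, the genes at an unadjusted p under 0.05 numbered 5 for the oncogenes down, and the camera p was 0.0383 for the tumor suppressor genes and, with the direction reversed, 0.772 for the G2 genes. There, the log2 fold change was 0.16 for MYC. With edgeR's quasi-likelihood test and TMM, the genes at an unadjusted p under 0.05 numbered 4 for the oncogenes down, and the camera p was 0.00507 for the tumor suppressor genes, 0.0758 for the G1/S genes and 0.0159 for the S genes and, with the direction reversed, 0.502 for the G2/M genes. With this choice, the genes with a rise numbered 3 of the S genes, and the log2 fold change was 0.71 for CDK3 and 0.14 for MYC. Among genes with a mean of at least 10 counts, the genes at an unadjusted p under 0.05 numbered 1 for the oncogenes down, and the camera p was 0.00593 for the tumor suppressor genes, 0.190 for the G1/S genes and 0.0208 for the S genes and, with the direction reversed, 0.664 for the G2/M genes. In that fit, the genes with a rise numbered 7 of the EGF list and 17 of the GPCR list. With the time point as a covariate, the genes at an unadjusted p under 0.05 numbered 20 for the oncogenes up, 7 for the tumor suppressor genes up and 7 for the tumor suppressor genes down, and the camera p was 0.0254 for the oncogenes, 0.0295 for the tumor suppressor genes and 0.0230 for the S genes and, with the direction reversed, 0.810 for the G2 genes. In it, the log2 fold change was 0.18 for CCND1. With fry in place of camera, the p was 0.0146 for the RAS list and 0.0811 for the promoter activators and, with the direction reversed, 0.757 for the G2 genes. With a correlation estimated from the data, the camera p was 0.0597 for the VEGF list, 0.122 for the Wnt list, 0.112 for the ERK/MAPK list, 0.156 for the G1/S genes and 0.219 for the promoter activators. Against 10000 random lists matched on mean expression, the p was 0.0348 for the oncogenes, 0.0452 for the tumor suppressor genes, 0.123 for the FGF list and 0.291 for the VEGF list and, with the direction reversed, 0.817 for the G2 genes. Against random lists matched on GC content as well, an alternative added after the values were seen, the p was 0.330 for the FGF list, 0.933 for the VEGF list, 0.157 for the ERK/MAPK list and 0.246 for the G1/S genes and, with the direction reversed, 0.645 for the G2 genes and 0.989 for the G2/M genes. With dishes permuted within time points, the log2 fold change of CCND1, 0.18, had p = 0.00744 and that of CDK4, -0.11, p = 0.0543 (permutation tests).

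After the GC correction of each library, the genes at an unadjusted p under 0.05 numbered 1 for the oncogenes up, 5 for the oncogenes down and 0 for the tumor suppressor genes up, and the camera p was 0.0915 for the VEGF list, 0.0767 for the ERK/MAPK list, 0.605 for the G1/S genes, 0.0205 for the S genes and 0.0769 for the promoter activators and, with the direction reversed, 0.957 for the PI3K/AKT list, 0.857 for the G2 genes, 0.154 for the G2/M genes and 0.768 for the promoter repressors. Under that choice, the genes with a rise numbered 2 of the S genes and 7 of the G2/M genes, and the permutation p was 0.107 for oncogenes against tumor suppressor genes. Under the same setting, the log2 fold change was 0.15 for CDT1, 0.10 for CCND3 and 0.14 for MYC and, with its sign reversed, 0.011 for CDK6, -0.0054 for HMGA1 and -0.082 for AKT1. With the replicate block and a GC content correction together, the genes at an unadjusted p under 0.05 numbered 1 for the oncogenes up, 5 for the oncogenes down and 0 for the tumor suppressor genes up, and the camera p was 0.102 for the VEGF list, 0.0724 for the ERK/MAPK list, 0.656 for the G1/S genes, 0.0128 for the S genes and 0.0942 for the promoter activators and, with the direction reversed, 0.148 for the G2/M genes and 0.783 for the promoter repressors. There, the genes with a rise numbered 2 of the S genes and 7 of the G2/M genes. With the dish number as a replicate block, the camera p was 0.0475 for the S genes, and the log2 fold change was -0.11 for CDK4. The replicate block assumes that equal dish numbers belong together, and among the 135 pairs of dishes with the same number the residuals had a median correlation of -0.00685, with 16 above 0.1, and none of the 15 pairs at one time point was above 0.1, so that the dishes were treated as unpaired.

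Without the 24 h time point, the genes at an unadjusted p under 0.05 numbered 1 for the oncogenes down and 1 for the tumor suppressor genes down, and the camera p was 0.00867 for the oncogenes and 0.0343 for the PI3K/AKT list and, with the direction reversed, 0.649 for the G2 genes. With this choice, the log2 fold change was 0.19 for MYC and, with its sign reversed, 0.041 for CDK6. Without 30 h, the genes at an unadjusted p under 0.05 numbered 20 for the oncogenes up, 6 for the oncogenes down, 7 for the tumor suppressor genes up and 11 for the tumor suppressor genes down, and the camera p was 0.0467 for the oncogenes and, with the direction reversed, 0.869 for the G2/M genes. In that fit, the log2 fold change was 0.25 for CCND1, -0.12 for RB1, 0.78 for CDK3 and -0.062 for CDK4. Without 36 h, the genes at an unadjusted p under 0.05 numbered 7 for the oncogenes up, and the camera p was 0.0592 for the VEGF list and 0.0504 for the promoter activators and, with the direction reversed, 0.721 for the G2 genes. In it, the log2 fold change was 0.093 for MYC and, with its sign reversed, 0.0030 for GMNN and 0.021 for CDK6. Without 42 h, the genes at an unadjusted p under 0.05 numbered 3 for the oncogenes up, 0 for the tumor suppressor genes up and 1 for the tumor suppressor genes down, and the camera p was 0.00996 for the tumor suppressor genes, 0.108 for the VEGF list, 0.0928 for the ERK/MAPK list, 0.360 for the G1/S genes, 0.0336 for the S genes and 0.106 for the promoter activators and, with the direction reversed, 0.998 for the G2 genes and 0.834 for the promoter repressors. Under that choice, the genes with a rise numbered 3 of the S genes, and the permutation p was 0.0722 for G1/S against other cell cycle genes. Under the same setting, the log2 fold change was 0.25 for CDT1, 0.62 for CDK3, -0.10 for CDK4 and 0.15 for MYC and, with its sign reversed, 0.0088 for GMNN. Without 48 h, the genes at an unadjusted p under 0.05 numbered 7 for the tumor suppressor genes down, and the camera p was 0.0236 for the tumor suppressor genes and 0.0152 for the S genes and, with the direction reversed, 0.837 for the G2 genes and 0.937 for the G2/M genes. There, the log2 fold change was 0.17 for CCND1 and -0.078 for CDK4.

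Within the i5 index group that holds both schedules, the genes at an unadjusted p under 0.05 numbered 3 for the oncogenes up and 13 for the oncogenes down, and the camera p was 0.0437 for the tumor suppressor genes, 0.663 for the G1/S genes and 7.26e-06 for the G2/M genes and, with the direction reversed, 0.000204 for the oncogenes, 0.367 for the EGF list, 0.928 for the FGF list, 0.0495 for the VEGF list, 0.0356 for the Wnt list, 0.00235 for the ERK/MAPK list, 0.232 for the PI3K/AKT list, 0.140 for the Hippo list, 0.884 for the S genes, 0.000595 for the promoter activators and 0.269 for the promoter repressors. With this choice, the genes with a rise numbered 35 of the oncogenes, 6 of the FGF list, 1 of the VEGF list, 29 of the Wnt list, 25 of the ERK/MAPK list, 10 of the Hippo list, 1 of the G2 genes, 17 of the G2/M genes, 9 of the promoter activators and 3 of the promoter repressors, and the log2 fold change was 0.69 for CDK3 and -0.39 for CDK6 and, with its sign reversed, -0.081 for CDT1, 0.052 for GMNN, -0.32 for CCND1, 0.10 for CDK4, -0.18 for MYC, -0.10 for EXOC3L2, -0.31 for PCSK1N, -0.42 for CCDC85B, 0.24 for SNORA73B, -0.058 for JUND, -0.23 for MAFA, -0.24 for NFKB2, -0.29 for JUN, -0.14 for HMGA1, -0.21 for TCF3, -0.24 for NF2 and 0.074 for ANXA1. This comparison sets 3 CTL libraries at 48 h against 9 JL libraries at earlier times.

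Across the 3 fits that each left out one dish number, the following results changed their direction or their side of the threshold in at least 1 fit. The camera p ran from 0.00568 to 0.0798 for the FGF list, from 0.00740 to 0.248 for the VEGF list, from 0.00787 to 0.0833 for the G1/S genes, from 0.645 to 0.956 for the G2 genes, from 0.638 to 0.863 for the G2/M genes and from 0.00885 to 0.0688 for the promoter activators. The permutation p ran from 0.0226 to 0.106 for oncogenes against tumor suppressor genes. The number of genes ran from 4 to 12 for the oncogenes up at an unadjusted p under 0.05, from 0 to 3 for the oncogenes down, from 1 to 4 for the tumor suppressor genes up and from 0 to 3 for the tumor suppressor genes down. The log2 fold change ran from 0.30 to 0.65 for CDT1, from 0.72 to 1.36 for CDK3, from -0.12 to -0.093 for CDK4, from -0.056 to 0.037 for CDK6 and from 0.071 to 0.26 for MYC.

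Of 37 other named genes, 13 no longer passed an unadjusted p of 0.05 after the GC correction and 2 changed sign. Without 24, 30, 36, 42 and 48 h in turn, 8, 2, 10, 16 and 1 no longer passed. In addition, 1 was stronger without 30 h and 1 without 48 h. Within the i5 index group 20 no longer passed and 12 changed sign. With TMM scaling 5 were weaker and 1 stronger, with quantile normalization 3 and 1, and with edgeR 4 and 1.

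The depth of the libraries limits the genes with few counts. Of the 730 genes that differed between the schedules, 229 had a mean under 10 counts, where 1 read more or less in a library moves the value, and folds of FEV, CBFA2T3, CELSR3-AS1, NMBR, CCKBR, CCNA1 and CIART could not be given. With 3 dishes per schedule and time point, no exact test at a single time point can give a two-sided p under 0.1.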

Differences from the paper's values

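FEV had 0 counts in every CTL library and at most 1.91 in any JL library, so that its log2 fold change depends on the offset which the fit adds to the counts and is not a measured fold. As computed, it was 0.58 (standard error 0.19), against the paper's 0.32 in S4 Table. Of the alternatives set before the data were examined, the value came within the standard error of the paper's with the time point as a covariate (0.46), with the dish number as a replicate block (0.48), after a GC content correction (0.20), without the dishes numbered 1 (0.31), without 42 h (0.46) and within the i5 index group that holds both schedules (0.40). It did not with edgeR's quasi-likelihood test and TMM (2.05), TMM scaling in voom (0.55), quantile normalization (0.55), without the dishes numbered 2 (0.70) or 3 (0.71), or without 24, 30, 36 or 48 h (0.57, 0.72, 0.59 and 0.54).

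The paper marks DEK among the oncogenes that were significantly lower in JL cells, and here it had an unadjusted p of 0.0607. It passed 0.05 in 6 of the alternatives set before the data were examined, edgeR with TMM (p of 0.0173), TMM scaling in voom (0.0347), quantile normalization (0.0490), the time point as a covariate (0.0261), and without 30 h (0.0125) or 48 h (0.0382). In the paper's tables NOTCH3, CXCL12, ACKR4 and SP3 also have an unadjusted p under 0.05, and here they had 0.0538, 0.0818, 0.129 and 0.0643, CXCL12 and ACKR4 at a mean under 1 count. The reverse held for FEV (0.00371), BMP8B (0.00457), AVPR2 (0.0244), CDK10 (0.0329), MAPK8IP3 (0.0353), WNT5B (0.0409), LPAR2 (0.0441), DKK3 (0.0448) and TAZ (0.0477), which passed 0.05 here and not in the paper's tables, and these 14 genes were singled out because of this difference, after their values were seen. Of 538 genes in the paper's list tables, 22 had a log2 fold change of opposite sign here and 21 one that differed by more than the standard error, 36 genes in all, of which 29 had a mean under 1 count, and the 6 of opposite sign with a mean of at least 10 counts had changes of at most 0.01 in size. In the 1997 genes of S2 Data that were at hand, the median size of the difference in log2 fold change was 0.145 for genes with a mean under 1 count and 0.00795 for those with at least 50.

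In Fig 3J the paper marks CDT1 as significantly higher at several single time points, among them 24, 36 and 42 h, where the exact permutation p was here 0.1, 0.400 and 0.1, the smallest possible being 0.1. According to the paper, the rhythms of several known clock genes were dampened or shifted in phase in JL cells. Here the amplitude was lower in JL cells for 5 of the 8 genes of Fig 1H. It differed for none of them in permutation tests of dishes within time points. The fitted peaks of PER1 and PER2 moved by -7.28 and -7.32 h, with an interaction p of 0.00359 and 0.0209, which were 0.0646 and 0.188 adjusted over the list alone. These are earlier peaks in JL cells, counted the shorter way round the cycle, while the paper reports a delay of its Per2 reporter in JL cells. The reporter gives promoter activity recorded over days, and the values here are RNA levels over 1 cycle, so that the measures are not alike. The paper reports a general induction of the RAS list and of molecules of the PI3K/AKT list, and camera gave here a p of 0.0967 and 0.184, of which the first was 0.0146 with fry and the second 0.0343 without 24 h. The paper sets a rise of activators of the cyclin D1 promoter against its repressors, and here the mean log2 fold changes of these lists did not differ by more than exchanged genes (permutation test, p = 0.123).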

Other observations

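The tests in this part were chosen only after the results were seen, apart from the S-phase, G2/M and glucocorticoid lists themselves. As many genes with an adjusted p under 0.4 as between the schedules, 730, were found in 5 of 100 divisions of the 30 libraries into 15 and 15 and in 33 of 100 divisions of the 10 groups of dishes into 5 and 5, the real one included in both, so that the number of genes is not beyond what chance divisions give. With the schedules of whole groups swapped within time points, 3 of the 16 swaps gave as many, among them that at 30 h alone, with 5015 genes, and that at 30 and 48 h, with 5378. The GC content of the libraries is a candidate explanation for a large part of it, since a GC correction of each library left 96 genes and counts simulated with no change but with the GC trend of each library gave a median of 1006 (from 487 to 1196 in 10 simulations), against 0 to 18 without the trend. The 3 CTL libraries at 42 h, whose GC slope was the lowest, may carry a part of it, since 1 gene was left without that time point. A drop of this kind was not particular to 42 h, since 24 and 64 genes were left without 24 and 36 h. Without 30 and 48 h there were 4495 and 1751. The tables argue against the share of counts taken by RN7SL2 (603 genes without it), against gene length (1100 genes after a correction for it) and against the CTL library at 30 h with the fewest detected genes (1468 genes without it). A difference in the depth of sequencing was not tested, because the totals, with a permutation p of 0.949, are those left after the authors had brought the libraries to a similar depth. The i5 index group cannot be told apart from the schedule, because the 1 set that holds both compares different time points, and the fold changes within it had a correlation across genes of 0.113 with those over all libraries. A biological effect of JL on many genes stays open as well and was not separated from these.

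Most genes past the threshold were higher in JL cells, 81.9% of them, against 27.5% with upper-quartile scaling and 30.2% after the GC correction. Upper-quartile scaling moves all genes of a library together and so shifts the balance by construction. The GC correction moves genes by their GC content, but it also centers each library, so that neither choice decides the cause, which stays open.

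The 44 cycling transcripts in CTL cells were compared with those in all distinct orders of the 5 time points, 60 for a 24-h cycle, and 15 of these, the real one included, gave as many cycling transcripts, up to 562. In JL cells, 29 of the orders gave at least 1 cycling transcript, up to 471, so that differences between time points exist there which the real order does not read as a 24-h rhythm. The way JTK ranks the 2 ends of a cycle may matter, since 0 transcripts passed when time points that a 24-h template cannot order were given tied ranks, with 1900 at an unadjusted p under 0.05. After the GC correction 14 transcripts cycled, but small changes of other kinds, such as leaving out 1 library, lowered the number as much, so that this does not decide whether the GC trend had a part in it. A circadian rhythm in these transcripts stays open, and it was not tested with a second cycle because the samples cover 1.

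Divisions of the libraries were also counted for the gene lists, as the number of 100 divisions of the 30 libraries, and then of the 10 groups, whose camera p was as small as the real one, the real one included. The numbers were 1 and 3 for the EGF list, 1 and 1 for the FGF list, 4 and 12 for the VEGF list, 1 and 10 for the Hippo list and 1 and 1 for the GPCR list, and for the 10 groups those of the EGF, FGF and GPCR lists stayed under 5, which argues against chance for these lists. They were 20 and 41 for the oncogenes, 16 and 27 for the tumor suppressor genes, 10 and 24 for the RAS list, 5 and 12 for the Wnt list, 7 and 29 for the ERK/MAPK list and 30 and 49 for the PI3K/AKT list. For the cell cycle and promoter lists they were 12 and 45 for the G1/S genes, 23 and 21 for the S genes, 98 and 97 for the G2 genes, 89 and 93 for the G2/M genes, 16 and 29 for the promoter activators and 25 and 53 for the promoter repressors. Chance divisions of the libraries thus gave values as small for these lists in at least 5 of 100 cases. The paper does not say how it chose the genes of the EGF, FGF and GPCR lists, so that a choice made with these data at hand is not excluded. The first and second of these lists leaned the other way within the second i5 index set.

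A shift of JL cells between cell cycle phases was tested with marker lists fixed in advance. The S-phase markers gave camera p = 0.498 (n = 30 libraries) and a mean log2 difference of 0.00278 (exact test over the divisions of the 10 groups, p = 0.921), and the G2/M markers gave camera p = 0.0546 for a fall and -0.0180 (exact p = 0.651). Divisions with a camera p as small numbered 67 and 78 of 100 for the S-phase markers and 26 and 41 for the G2/M markers, for libraries and groups in turn. For the G2/M markers the camera p for a fall was 0.0411 with the replicate block, 0.0381 with the GC correction, 0.0256 without the dishes numbered 2 and 0.335 without those numbered 1, and it was 0.545 with fry and 0.313 with an estimated correlation. Within the second i5 index set the S-phase markers were higher in JL cells (28 of 39 genes up, a camera p of 0.00927), and the G2/M markers leaned higher (0.106). These values do not decide whether the cells shifted between phases.

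Dexamethasone is itself a glucocorticoid, so a stronger glucocorticoid response was tested as a possible explanation of differences between the schedules. The list of glucocorticoid-induced genes gave camera p = 0.126 (n = 30 libraries, 9 of 10 genes up) and 0.0380 with fry, and its mean log2 level was 0.14 higher in JL cells, higher at 4 of 5 time points (exact test over the divisions of the 10 groups, p = 0.0952, permutation test within time points, p = 0.00504). Without 30 h the camera p was 0.0423, and with the GC correction 0.576. Divisions with a camera p as small numbered 14 of 100 for the libraries and 24 of 100 for the groups, and within the second i5 index set the list leaned lower in JL cells, so that these values do not decide it.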
